# Therapeutic MK2 inhibition blocks pathological vascular smooth muscle cell phenotype switch

**DOI:** 10.1172/jci.insight.142339

**Published:** 2021-10-08

**Authors:** J. William Tierney, Brian C. Evans, Joyce Cheung-Flynn, Bo Wang, Juan M. Colazo, Monica E. Polcz, Rebecca S. Cook, Colleen M. Brophy, Craig L. Duvall

**Keywords:** Vascular Biology, Cardiovascular disease, Drug therapy

## Abstract

Vascular procedures, such as stenting, angioplasty, and bypass grafting, often fail due to intimal hyperplasia (IH), wherein contractile vascular smooth muscle cells (VSMCs) dedifferentiate to synthetic VSMCs, which are highly proliferative, migratory, and fibrotic. Previous studies suggest MAPK-activated protein kinase 2 (MK2) inhibition may limit VSMC proliferation and IH, although the molecular mechanism underlying the observation remains unclear. We demonstrated here that MK2 inhibition blocked the molecular program of contractile to synthetic dedifferentiation and mitigated IH development. Molecular markers of the VSMC contractile phenotype were sustained over time in culture in rat primary VSMCs treated with potent, long-lasting MK2 inhibitory peptide nanopolyplexes (MK2i-NPs), a result supported in human saphenous vein specimens cultured ex vivo. RNA-Seq of MK2i-NP–treated primary human VSMCs revealed programmatic switching toward a contractile VSMC gene expression profile, increasing expression of antiinflammatory and contractile-associated genes while lowering expression of proinflammatory, promigratory, and synthetic phenotype–associated genes. Finally, these results were confirmed using an in vivo rabbit vein graft model where brief, intraoperative treatment with MK2i-NPs decreased IH and synthetic phenotype markers while preserving contractile proteins. These results support further development of MK2i-NPs as a therapy for blocking VSMC phenotype switch and IH associated with cardiovascular procedures.

## Introduction

A common complication associated with angioplasty and vascular grafting procedures is intimal hyperplasia (IH), characterized by rampant vascular smooth muscle cell (VSMC) proliferation and abundant extracellular matrix (ECM) deposition, resulting in excessive neointimal formation, stenosis, and conduit failure (1–3). Current strategies to mitigate IH utilize antiproliferative drugs, such as the chemotherapeutic agent paclitaxel (4) or the mTOR inhibitor sirolimus (5), which are integrated into drug-eluting stents and angioplasty balloons for vascular wall delivery (6–8). Even with these interventions in place, nearly half of all grafts and angioplasties require further intervention because of IH. Increasing evidence suggests that antiproliferative treatments alone may impede graft reendothelialization, contributing to late-stage thrombosis (9). Agents specifically targeting VSMC proliferation, such as the E2F decoy edifoligide, do not provide an overall clinical benefit in preventing thrombosis and vessel failure or supporting vessel patency (10–12). An increased understanding of the molecular mechanisms regulating VSMC phenotypic switching is needed.

In healthy, mature vessels, contractile VSMCs of the medial layer undergo negligible proliferation and express abundant contractile proteins (e.g., α–smooth muscle actin, α-SMA) to regulate vasoconstriction and vasodilation. Mechanical stress and molecular pressures occurring in wounded or manipulated vascular tissues, including inflammation and growth factor signaling, initiate a reversible VSMC transition toward a synthetic phenotype. The increased proliferation and ECM deposition exhibited by synthetic VSMCs support vascular wound-healing processes for neointima repair and vessel remodeling (13–16). Interestingly, the contractile-to-synthetic phenotype switch may become self-sustaining through molecular pathways that are only recently being discovered, such as expression of the fibronectin isoform Fn-EDA and innate immune receptor signaling via TLR4 (17). Sustained persistence of the synthetic VSMC phenotype leads to IH and ultimate failure of cardiovascular interventions.

Although the molecular events perpetuating the synthetic VSMC phenotype remain unclear, it is possible that, once identified, blockade of these signaling pathways will reduce IH in the setting of angioplasty or vascular grafts. This notion is supported by studies showing that delivery of exogenous miRNA-145, responsible for downregulation of proliferation-inducing transcription factors (e.g., *KLF4* and *ELK1*) (18), successfully inhibits proliferation and enhances contractile differentiation in VSMC models and reduces neointimal thickness in saphenous vein cultures (19, 20). Notably, miRNA-145 is potently downregulated in proliferating VSMCs (19, 21) and is itself regulated by the transcription factor myocardin/serum response factor, which is prevalent in contractile VSMCs.

An intense interest in the druggable signaling pathways that drive IH has identified a central role for the stress-activated kinase p38 MAPK, although its role in VSMC phenotype switching, per se, remains unresolved. Interestingly, the serine-threonine kinase MAPK-activated protein kinase 2 (MK2) is directly activated by p38 MAPK in VSMCs upon mechanical or molecular stress (22), allowing MK2 to phosphorylate several factors that promote VSMC proliferation (23–29). MK2 inhibition blocks VSMC proliferation and reduces neointimal formation. Here, we demonstrated that delivery of an MK2 inhibitory peptide (MK2i) blocks the gene expression changes that determine contractile-to-synthetic VSMC dedifferentiation, thus preventing VSMC proliferation, inflammatory signaling, and ECM production. By blocking synthetic VSMC functions, MK2i therapy helps prevent IH and preserve vessel patency.

## Results

### Modulation of primary SMC phenotype marker expression in vitro.

To assess the role of MK2 in VSMC transdifferentiation, we employed a previously characterized MK2i, which binds the MK2 catalytic site to block its kinase activity (30). The positively charged MK2i was electrostatically complexed with poly(propyl acrylic acid) (PPAA), a negatively charged polymer that potentiates intracellular bioavailability and activity of cationic cargoes (31, 32), in a 50 μM:5 μM MK2i/PPAA ratio, thus generating MK2i-nanopolyplexes (MK2i-NPs). Importantly, previous reports show that PPAA has no impact on cell viability in vitro (31) and in human saphenous vein (HSV) cultures (33). This formulation was made at 10× and lyophilized in excipient lactosucrose (300 mM) to stabilize MK2i-NPs and enhance their activity in tissues (34). This formulation, referred to here as MK2i-NP^50:5Lyo^, was delivered to embryonic rat A7r5 VSMCs for 2 hours. Alexa Fluor 488–labeled MK2i-NP^50:5Lyo^ was taken up by A7r5 cells to a greater extent than Alexa Fluor 488–labeled free MK2i delivered at similar molar dose (50 μM), as shown by fluorescence microscopy (Figure 1A) and flow cytometry, revealing significantly more Alexa Fluor 488–positive cells and 153-fold higher MFI per cell (Figure 1B) in samples treated with MK2i-NP^50:5Lyo^ over untreated or free MK2i-treated cells. Additionally, uptake of MK2i was improved by a nanopolyplex formulation complexed in a 50:2.5 molar ratio (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.142339DS1), a preparation also used herein.

Once taken up, MK2i-NPs would need to access their target, MK2, within the cytoplasm, thus requiring endosomal escape (35). This was measured in A7r5 cells expressing galectin 8 (Gal8), a cytoplasmic protein redistributing and clustering onto the interior surface of disrupted endosomes, tagged with yellow fluorescent protein (Gal8^YFP^) (Figure 1C). Endosomal Gal8^YFP^ puncta were 9.1 times more prevalent in MK2i-NP^50:5Lyo^-treated A7r5 cells over untreated or MK2i-treated cells (Figure 1D), confirming potent endosomal disruption by MK2i-NP^50:5Lyo^. Previous studies have demonstrated the positive correlation between endosomal Gal8^YFP^ puncta and cytoplasmic bioavailability of NP cargo (36). Inhibition of MK2 activity by MK2i-NP was determined by measuring phosphorylation of the direct MK2 target cAMP response element–binding protein (CREB) (25), a transcription factor involved in VSMC proliferation (27, 28). As expected, CREB phosphorylation was potently induced by lysophosphatidic acid (LPA) in A7r5 cells (Figure 1E). However, treatment with MK2i-NP^50:5Lyo^ reduced LPA-induced CREB phosphorylation nearly 75% (Figure 1E), significantly better than what was achieved using free MK2i. Together, these studies confirmed intracellular MK2 and bioactivity of the MK2i-NPs.

### MK2i-NP treatment blocks PDGF-induced proliferation in VSMCs.

Next, we examined the impact of MK2i-NPs on VSMC proliferation. Serum-depleted rat primary aortic SMCs (PA-SMCs) were treated with free MK2i or MK2i-NP^50:2.5Lyo^ for 2 hours, washed, and then stimulated 24 hours with PDGF, a known inducer of VSMC proliferation that is often upregulated in IH (37). PA-SMC proliferation, as measured by EdU incorporation (Figure 2A), was increased upon PDGF-BB treatment by more than 3.2-fold (Figure 2B and Supplemental Table 1). Although pretreatment for 2 hours with free MK2i did not significantly affect PDGF-induced proliferation, pretreatment with MK2i-NP^50:2.5Lyo^ remarkably decreased PA-SMC proliferation to levels seen in unstimulated PA-SMCs. Similarly, A7r5 VSMCs quiesced in 2% serum exhibited increased EdU incorporation at 24 hours after addition of PDGF (Figure 2, C and D) but not if cells were pretreated with MK2i-NP^50:2.5Lyo^. To determine the impact of MK2 inhibition on VSMC proliferation after the synthetic phenotype has been established, A7r5 cells were cultured in full serum to induce the synthetic phenotype switch, then subsequently treated 2 hours with MK2i-NPs, washed, then treated with PDGF for 24 hours, maintaining serum in cultures throughout. Even in the context of serum and PDGF signaling, cells treated with MK2i-NP displayed robust inhibition of EdU incorporation (Figure 2E). These findings were verified further using human saphenous vein (HSV) surgical remnants (Vanderbilt University Medical Center) treated 2 hours with MK2i-NP^100:2.5Lyo^ or vehicle. Specimens were washed, then cultured 14 days in 30% serum (Figure 2F). IHC detection of the proliferation marker Ki67 revealed that HSV explants treated only 2 hours with MK2i-NP^100:2.5Lyo^ harbored 99% fewer proliferating cells as compared with PBS-treated control HSV explants (Figure 2G). Importantly, cell viability of A7r5 cells was unaffected by MK2i-NP^50:2.5Lyo^ or free MK2i (Figure 2H and Supplemental Table 2). Previous studies have shown that PPAA alone has no significant effect on cell viability (31).

### MK2i-NP treatment blocks molecular markers of the synthetic phenotype in VSMCs.

Synthetic VSMCs, which contribute to the pathogenesis of IH, often exhibit diminished expression of contractile proteins like α-SMA but increased abundance of proteins involved in cell motility, like vimentin (38). To determine the impact of MK2 inhibition on maintenance of the synthetic VSMC phenotype, we cultured rat PA-SMCs in 20% serum to induce synthetic phenotype switching beginning at passage 0. PA-SMCs were treated with MK2i-NP^50:5Lyo^ for 2 hours upon each subsequent passage, then washed before continued culture in 20% serum (Figure 3A). Western blot analysis of cells collected at passages 1, 4, and 7 showed abundant vimentin expression in PBS-treated cells and in cells treated with free MK2i (Figure 3B). However, vimentin levels were decreased in cells treated with MK2i-NP^50:5Lyo^ at each passage, an observation that became increasingly pronounced at later passages (Figure 3C). Conversely, α-SMA expression was higher in cells treated with MK2i-NP^50:5Lyo^ at each passage, as compared with what was seen in cells treated with PBS or with free MK2i (Figure 3B). Again, the difference became more pronounced at later passages, with MK2i-NP^50:5Lyo^-treated cells maintaining more than 2.5 times α-SMA (Figure 3C). Additionally, a maintenance of contractile markers α-SMA and SM22 was seen in human primary coronary artery SMCs (PCA-SMCs) cultured out to passage 7 in high-serum conditions after MK2i-NP treatment (Figure 3D). Similarly, an increase in synthetic markers vimentin, osteopontin, and Fn-EDA was seen in untreated PCA-SMCs at passage 7 (Supplemental Figure 2).

These findings were verified using HSV surgical remnant cultures pretreated 2 hours with MK2i-NP^50:2.5Lyo^, then cultured 14 days in 30% serum, as described above (see Figure 2F). IHC analyses revealed abundant vimentin staining in HSV explants after 14 days of culture (Figure 3E), consistent with acquisition of synthetic VSMC traits. However, HSV explants treated with MK2i-NP^100:2.5Lyo^ displayed dramatically reduced vimentin levels at culture day 14. Conversely, pretreatment for 2 hours with MK2i-NP^100:2.5Lyo^ resulted in increased expression of the contractile marker α-SMA at culture day 14. Importantly, previous studies showed that in a similar HSV model, PPAA alone had no effect on neointima formation after 14 days (33). These studies showed that MK2i-NPs promoted contractile VSMC differentiation, reduced synthetic VSMC traits, and provided a durable 14-day effect after only a 2-hour treatment. To more thoroughly investigate the pharmacodynamic durability of MK2 inhibition by MK2i-NPs, we treated A7r5 VSMCs for 2 hours with MK2i-NP^50:2.5Lyo^ or free MK2i. The cells were then washed, cultured for 3–10 days, and treated with LPA to induce MK2-dependent CREB phosphorylation, which was confirmed by Western blot analysis (Figure 3F). Free MK2i diminished LPA-induced phosphorylated CREB (p-CREB) by approximately 30% at day 3 after treatment. However, MK2i-NP^50:2.5Lyo^ reduced LPA-induced p-CREB to an even greater extent at day 3 after treatment (80% reduction). By days 7 and 10, LPA-induced p-CREB remained high in cells treated with free MK2i or with LPA alone. In contrast, MK2i-NP^50:2.5Lyo^-treated cells displayed markedly diminished p-CREB levels at day 7 after treatment (45% reduced) and day 10 (38% reduced), although p-CREB diminution at day 10 only approached significance (*P* = 0.06) (full statistics in Supplemental Table 3). These results confirmed the enhanced potency and longevity of MK2i-NP bioactivity in cells up to 10 days after treatment, giving stronger and longer lasting inhibition relative to free MK2i, and confirmed that inhibition of MK2 signaling in synthetic VSMCs using MK2i-NP promoted features of contractile VSMC transdifferentiation.

### Broad gene expression changes correlating with contractile differentiation in VSMCs upon MK2 inhibition.

We used RNA-Seq as an unbiased approach to assess the impact of MK2 inhibition on serum-induced contractile-to-synthetic phenotype switching in human VSMCs. 

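RNA from primary human coronary artery SMCs of 3 donors was sequenced, with 1 untreated (NT) and 1 MK2i-NP-treated library per donor, 6 libraries in all. SMCs are the contractile cells of the artery wall, and in culture with serum they lose contractile proteins and make more matrix. Treated cells received 50 μM MK2 inhibitor complexed with 5 μM of the polymer PPAA for 2 hours at each passage and were harvested at passage 5 in 20% serum. The text calls the control cells vehicle treated, the figure legend and the sample labels call them untreated, and no library of cells given the polymer without the inhibitor was analysed here. The text gives 70% confluence and treatment upon plating from passage 3, whereas the labels give 80% confluence and treatment on the day after passage.
The deposited table gives whole-read counts, counts divided by the authors' size factors, FPKM and the authors' DESeq2 comparison for 2340 genes. It holds only genes with an unadjusted p under 0.05 in that comparison, so a gene that is absent from it has no value here and no listed gene is an unselected one. Its rows equal in number the genes the paper calls changed, so an absent gene was not under that p or was not tested. Passing an unadjusted p under 0.05 in a refit of these counts was therefore likely beforehand. Adjusting over a gene list alone also starts from p-values selected in this way. Library totals recovered from the FPKM values were 21862608, 20143948 and 23651962 reads in the NT libraries (median 21862608) and 24443025, 23474822 and 21907229 in the MK2i-NP libraries (median 23474822). Counts were tested with edgeR's quasi-likelihood method, with the authors' size factors as scaling, and 2184 listed genes passed its low-count filter. Adjusted p-values were computed over the 14828 genes that the authors adjusted over, with every gene outside the table entered at a p of 1. Each is an upper bound for the adjustment step alone. The p-values themselves rest on a spread estimated from the selected genes and are not bounded in this way. The same fit was also made with the donor as a block, since each donor gave 1 library to both groups. Values below are counts divided by size factors, with the SD over 3 donors.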

For these experiments, PCA-SMCs harvested from 3 clinical donors were cultured in serum through passage 2. From passage 3 through passage 5, human PCA-SMCs were treated 2 hours with MK2i-NP^50:5Lyo^ or vehicle upon plating, washed, and then cultured in 20% serum until reaching 70% confluence (Figure 4A). 

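MMP3, which encodes the matrix-degrading enzyme stromelysin-1, and HMOX1, which encodes the heme-degrading enzyme heme oxygenase-1, rose in MK2i-NP-treated cells of all 3 donors. MMP3 lies on chromosome 11 of hg38 from 102835801 to 102843803, and its count was 27100 ± 11640 (SD, n = 3) with MK2i-NP and 710.1 ± 94.29 (SD, n = 3) in NT cells. This is a log2 fold change of 5.25 (standard error 0.38, adjusted p = 0.0059 from edgeR's quasi-likelihood test). HMOX1 lies on chromosome 22 from 35380361 to 35394214 and had a count of 5497 ± 714.5 (SD, n = 3) against 1394 ± 41.49 (SD, n = 3), a log2 fold change of 1.98 (standard error 0.19, adjusted p = 0.0283 from the same test). PSG5, a member of the pregnancy-specific glycoprotein family whose near-identical copies can share reads, was 9.71-fold higher and did not pass without the donor block (adjusted p = 0.0602 from edgeR). It passed with the block (adjusted p = 2.53e-08) and by DESeq2 (adjusted p = 5.03e-15). Without donor 2 the blocked fit called 0 genes in all, and the log2 fold change of PSG5 was 2.78 against 3.30 with all donors.
MMP3 and HMOX1 were the 2 genes higher at an adjusted p under 0.05 from edgeR, and 0 genes were lower, whereas 851 were higher and 946 lower at an unadjusted p under 0.05, a balance that turned with TMM (942 and 729) and upper-quartile scaling (933 and 758) over the listed genes. DESeq2 refitted to the same counts called 125 higher and 197 lower at an adjusted p under 0.05, and the authors' deposited table has 191 higher and 274 lower at that threshold. With the donor as a block, edgeR called 249 genes higher and 360 lower and DESeq2 221 and 343. The prior that edgeR estimated from the listed genes had 66.8 degrees of freedom with the block and 4.61 without it. The blocked edgeR fit called 0 genes without donor 2 (910 at an unadjusted p under 0.05) and 0 with an offset for gene length (991 at an unadjusted p under 0.05), with priors of 3.23 and 3.91 degrees of freedom. Without the block, MMP3 no longer passed when the MK2i-NP library of donor 3, donor 2 or donor 3 was left out (log2 fold changes 5.32, 4.76 and 5.37), and HMOX1 no longer passed when any library other than the NT library of donor 1 was left out (log2 fold changes 1.88 to 2.07). Direction followed gene length. Of the listed genes between 66 and 2246 bases 82.9% were higher with MK2i-NP, and of those between 8560 and 37364 bases 87.0% were lower.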

The heatmap shown in Figure 4B revealed 1114 significantly upregulated and 1226 significantly downregulated genes in PCA-SMCs as a result of MK2 inhibition (Supplemental Data File 1). 

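Collagen and other matrix genes were lower in MK2i-NP-treated cells. LAMA5, a laminin chain of basement membranes, lies on chromosome 20 from 62307955 to 62367312 and had a count of 2433 ± 269.1 (SD, n = 3) against 10310 ± 3765 (SD, n = 3) in NT cells. COL3A1, a fibrillar collagen of the vessel wall, had 31570 ± 14120 against 165200 ± 123000. COL1A1 had 169900 ± 26120 against 519800 ± 228000, and its NT count in donor 2 was 757894.9. VCAN, a large proteoglycan, was 2.92-fold lower and LAMA2 2.71-fold lower, and all of these genes were lower in all 3 donors.
None of them passed edgeR's test at an adjusted p under 0.05, whereas all did in the authors' deposited DESeq2 comparison (adjusted p from 3.57e-09 for LAMA5 to 0.00519 for LAMA2). From edgeR the values were 0.179 for LAMA5, 0.192 for VCAN, 0.257 for COL1A1, 0.275 for LAMA2 and 0.281 for COL3A1. With the donor as a block, edgeR's adjusted p was 1.03e-06 for LAMA5, 0.00252 for VCAN, 0.00043 for LAMA2 and 0.000568 for COL3A1, and 0.0524 for COL1A1. None passed with the block and an offset for gene length (adjusted p = 0.123, 0.181, 0.284 and 0.159 for the first 4 genes). That fit called 0 genes in all, and MMP3 had an adjusted p of 0.12 in it, so the loss is not particular to matrix genes. Without the block, the offset moved the log2 fold change of LAMA5 from -2.08 to -1.38, of VCAN from -1.54 to -0.86, of LAMA2 from -1.44 to -0.81 and of COL1A1 from -1.61 to -0.96, and that of COL3A1 went from -2.39 to -1.68 without the NT library of donor 2. All 19 matrix and fibrosis genes of Fig. 4C were lower. The list is shown for these samples with no stated basis of choice, so it cannot count as independent evidence of its direction. Of its genes, 0 passed edgeR's test over all genes, 18 did at an unadjusted p under 0.05, 16 by DESeq2 and 14 with the donor block (18 when adjusted over the list alone without the block).
Among 44 collagen chains fixed before the deposited file was examined, 20 of the 21 listed were lower and 0 passed edgeR's test (14 lower when adjusted over the list alone, 10 lower with the donor block, 13 lower by DESeq2). Values in Fig. 4 and in part of the paper's table had been seen when the design was written. That part covers 1353 of the 2340 listed genes, so no list fixed in this way is independent of these data. Among 71 matrix glycoproteins and proteoglycans, 28 of the 30 listed were lower and 0 passed (9 lower and 1 higher when adjusted over the list alone, 9 lower and 1 higher with the donor block). Matrix genes are long, and long listed genes were more often lower, so directions were compared within 5 bins of gene length. The odds of being lower were 14.2 times those of other listed genes for the glycoproteins and proteoglycans (adjusted p = 0.000145, exact conditional test over the lists) and 5.92 times for the collagens (adjusted p = 0.108). By camera, a test that ranks a list against the other listed genes, the adjusted p was 0.485 for each of these lists with an estimated correlation, against 4.07e-05 and 4.54e-05 with a preset correlation of 0.01. Without donor 2 the blocked fit called 0 members of either list, as it did of all genes. The log2 fold changes were then smaller, -1.71 for LAMA5 and -1.62 for COL3A1 against -2.02 and -2.13 with all donors. Markers of adventitial fibroblasts were lower too, all 6 that were listed of 20, among them ABCA8 at 213.5 ± 76.52 (SD, n = 3) against 1253 ± 593.0 (SD, n = 3).

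**Figure D1:**
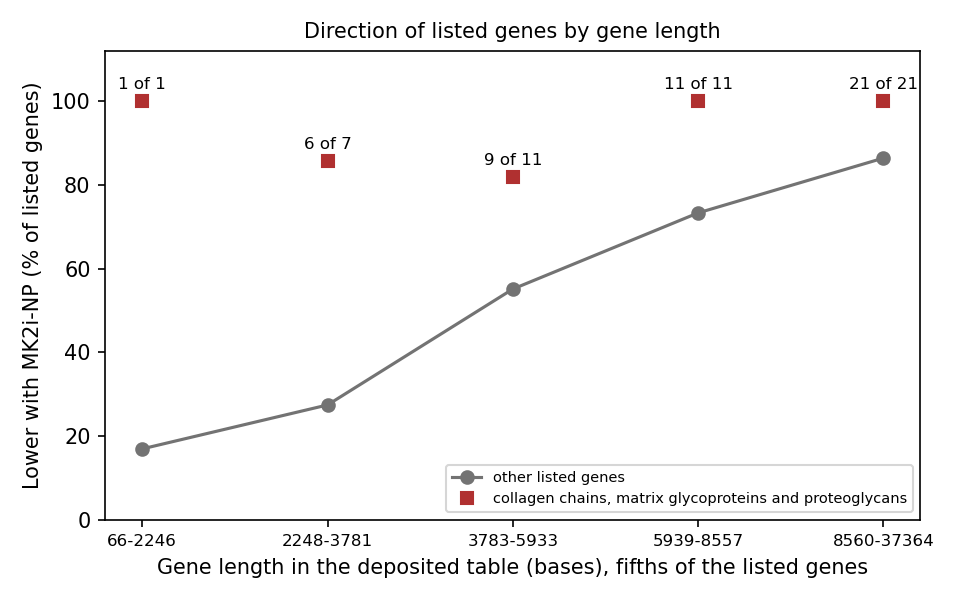
Share of listed genes that were lower with MK2i-NP (percent, y axis) by bin of gene length in bases (x axis), for collagen chains, matrix glycoproteins and proteoglycans (squares, with their number) and for the other listed genes (circles). The other genes run from 16.9% in the shortest bin to 86.4% in the longest, and 21 of 21 matrix genes in the longest bin were lower.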

Importantly, several genes encoding ECM proteins (*FN*, *VCAN*, *LAMA2*, *LAMA5*, *COL1A1*, *COL3A1*) with known overexpression in IH (39, 40) were significantly downregulated in VSMCs treated with MK2i-NP (Figure 4C). Specifically, fibronectin (*FN*), a well-described synthetic VSMC marker and putative potentiator of the synthetic VSMC phenotype (17), was downregulated 51.6% in response to MK2i-NP treatment, as was expression of *TGFB2* and *TGFB3*, encoding 2 isoforms of TGF-β, a pleiotropic cytokine that directs FN expression (41) and promotes VSMC migration (42) (Figure 4, D and E). 

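FN1, the gene of fibronectin, lies on chromosome 2 from 215360440 to 215436172. Its count was 140400 ± 99640 (SD, n = 3) with MK2i-NP and 289600 ± 19370 (SD, n = 3) in NT cells, a decrease of 51.5%. The decrease differed between donors and was 57.8% in donor 1, 84.1% in donor 2 and 9.94% in donor 3. Every NT library had a higher count than every MK2i-NP library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was -1.04 (standard error 0.54, adjusted p = 0.598 from edgeR, 0.118 with the donor block), and the adjusted p in the authors' deposited table is 0.219. FN1 passed by DESeq2 with the donor block and not by DESeq2 without it (adjusted p = 0.295). Without donor 2 the decrease was 35.4%, and without donor 3 it was 70.4%. FN1 is 17315 bases long, and with an offset for gene length its log2 fold change was -0.43 (-0.64 with the donor block).
TGFB2, on chromosome 1 from 218346235 to 218444619, had a count of 857.8 ± 285.0 (SD, n = 3) against 2560 ± 1673 (SD, n = 3). TGFB3, on chromosome 14 from 75958099 to 75982991, had 49.12 ± 4.557 against 274.9 ± 209.8. Both were lower in all 3 donors. Neither passed edgeR's test (adjusted p = 0.293 for TGFB2 and 0.245 for TGFB3), and with the donor block the values were 0.00123 and 0.000165. Without the NT library of donor 2 the log2 fold change of TGFB2 went from -1.58 to -0.90 and that of TGFB3 from -2.48 to -1.66. Without donor 2 or with an offset for gene length the blocked fit called 0 genes in all, so neither passed there. The offset moved the log2 fold changes of TGFB2 and TGFB3 in the blocked fit from -1.45 to -1.22 and from -2.22 to -2.04.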

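Of 39 genes of TGF-β signaling, 15 were among the listed genes and all 15 were lower with MK2i-NP. The 39 genes were fixed before the deposited file was examined, but after part of these values had been seen. LTBP1, which holds latent TGF-β in the matrix, was 2.03-fold lower, with a count of 14120 ± 1190 (SD, n = 3) against 28680 ± 8733 (SD, n = 3). SMAD3, a transcription factor that TGF-β receptors activate, was 1.81-fold lower, but its log2 fold change went from -0.86 to -0.27 with an offset for gene length. At an adjusted p under 0.05 from edgeR, 0 of the TGF-β genes passed (also 0 when adjusted over the list alone), 14 did at an unadjusted p under 0.05, 5 by DESeq2 and 5 with the donor block. Without donor 2 the blocked fit called 0 of them, as it did of all genes. The log2 fold changes were then -1.66 for TGFB3, -0.95 for SMAD3 and -0.69 for LTBP1, against -2.22, -0.90 and -0.98 with all donors. Within bins of gene length the TGF-β genes were still more often lower than other listed genes (adjusted p = 0.0164, exact conditional test). By camera the adjusted p was 0.00176 with the preset correlation of 0.01 and 0.485 with an estimated correlation.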

Notably, multiple factors of the TGF-β pathway were downregulated (Supplemental Table 4). Further, a panel of proinflammatory genes (*CCL11*, *IL34*, *AIRE*, *TNFSF11*, *JAK2*, *STAT1*, *STAT3*) was coordinately downregulated upon MK2 inhibition (Figure 4E), whereas antiinflammatory genes (e.g., *IL1RN*) were upregulated, demonstrating reversal of another molecular trait of synthetic VSMCs that drive dysregulated IH (Figure 4F and Supplemental Table 5). 

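All 11 proinflammatory genes of Fig. 4E were lower with MK2i-NP and all 4 antiinflammatory genes were higher. Both lists are shown for these samples with no stated basis of choice, so their direction cannot count as independent evidence. JAK2, a kinase of cytokine receptors, had a count of 257.5 ± 31.97 (SD, n = 3) against 465.9 ± 78.89 (SD, n = 3) in NT cells. IL1R1, the receptor of interleukin-1, was 2.90-fold lower, and IL1RN, its secreted antagonist, was 9.43-fold higher, a log2 fold change of 3.23 that was 1.92 without the MK2i-NP library of donor 3. STAT3, a transcription factor of cytokine signaling, was 1.31-fold lower. It is 8812 bases long, and with gene length as an offset in the fit its log2 fold change turned to 0.21. CCL11, IL34 and AIRE were too low in most libraries for edgeR's filter, with counts of 50.5 ± 70.54, 16.0 ± 21.87 and 8.475 ± 6.957 (SD, n = 3) in NT cells.
Of the proinflammatory genes, 0 passed edgeR's test at an adjusted p under 0.05 (3 when adjusted over the list alone), 5 did at an unadjusted p under 0.05, 4 by DESeq2 and 3 with the donor block, namely TNFSF11, PDE3A and IL1R1. HMOX1 passed among the antiinflammatory genes (3 of the 4 when adjusted over the list alone), and IL1RN passed in addition with the donor block (adjusted p = 9.95e-07, against 0.287 without it).
In a list of 68 inflammatory cytokines and chemokines, 8 of the 19 listed genes were higher and 11 were lower. This list was fixed before the deposited file was examined, but after part of these values had been seen. Of its genes 0 passed edgeR's test (2 higher and 1 lower when adjusted over the list alone, 4 higher and 5 lower with the donor block, 3 higher and 3 lower by DESeq2, 6 higher and 7 lower at an unadjusted p under 0.05). IL1B, a central proinflammatory cytokine, was 2.70-fold higher, at 98340 ± 25320 (SD, n = 3) against 36370 ± 7845 (SD, n = 3). SAA1, an acute-phase protein, had 0 reads in the NT libraries and 42.63 ± 17.91 (SD, n = 3) with MK2i-NP, at least 41.6-fold higher against a floor of 3 reads over the NT group. Their adjusted p-values from edgeR were 0.231 and 0.179, and 0.0174 and 1.39e-07 with the donor block. Without donor 2 the blocked fit called 0 genes of these lists, as it did of all genes, with log2 fold changes of 1.40 for IL1B and 3.23 for IL1RN against 1.43 and 2.89 with all donors.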

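CREB1, KLF4, E2F2, MYC and MEOX1, which encode transcription factors, were all lower on average in MK2i-NP-treated cells. MYC had a count of 1334 ± 142.3 (SD, n = 3) against 2309 ± 581.0 (SD, n = 3) in NT cells, and KLF4 had 155.6 ± 38.79 against 389.7 ± 220.2. CREB1 was 1.44-fold lower, but it is 9575 bases long, and with gene length as an offset its log2 fold change turned to 0.10. E2F2 was 4.03-fold lower at a low level (19.6 ± 3.018 in NT cells). MEOX1 was lower in 2 of 3 donors, since its NT count in donor 1 was 0.
None of the 5 passed edgeR's test at an adjusted p under 0.05 (all 5 did when adjusted over the list alone, a list shown for these samples with no stated basis of choice, and at an unadjusted p under 0.05, and 0 by DESeq2). With all 5 under an unadjusted p of 0.05, the adjustment over the list alone had to pass each of them. KLF4 passed in the authors' deposited DESeq2 comparison (adjusted p = 0.0483). With the donor block KLF4 (adjusted p = 0.0167) and MYC (adjusted p = 0.0436) passed, and neither did without donor 3 or with TMM. Neither passed without donor 2 or with an offset for gene length, where the blocked fit called 0 genes in all. Their log2 fold changes with the block were -1.20 and -0.76, -1.05 and -0.71 without donor 2, and -1.32 and -1.02 with the offset. Of 46 genes of S phase 4 were listed, 1 higher and 3 lower, and of 57 genes of G2 and M phase 6 were listed, 1 higher and 5 lower. By edgeR 0 of them passed over all genes or over the list alone, 1 higher and 2 lower of S phase and 2 lower of G2 and M phase did at an unadjusted p under 0.05, and 0 did by DESeq2. With the donor block 3 genes of G2 and M phase were lower. MKI67 and PCNA, which mark cycling cells, were not among the listed genes.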

An additional feature of synthetic VSMCs is their enhanced proliferative state, driven by transcription factors encoded by *CREB1*, *KLF4*, *E2F2*, *MYC*, and *MEOX1* (28, 43–46), which were each significantly decreased in MK2i-NP^50:5Lyo^-treated cells (Figure 4, G and H). Furthermore, MK2i-NP^50:5Lyo^ treatment increased levels of contractile phenotype markers smoothelin (*SMTN*), tropomyosin (*TPN2*, *TPN3*), and myosin light chain (*MYL8*, *MYL9*, *MYLK*) (Figure 4, I and J). These results were supplemented by gene set enrichment analysis (GSEA) (Supplemental Figures 3 and 4) that showed MK2i-NP treatment was negatively correlated with the expression of several Hallmark and Kyoto Encyclopedia of Genes and Genomes (KEGG) gene sets associated with proliferation and inflammation. These results collectively demonstrated that MK2 inhibition successfully promoted VSMC transdifferentiation toward a contractile phenotype and away from the proliferative, proinflammatory, and ECM-producing phenotype of synthetic VSMCs.

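SMTN, the gene of smoothelin, lies on chromosome 22 from 31064105 to 31104757 and had a count of 6131 ± 864.9 (SD, n = 3) with MK2i-NP against 3292 ± 764.6 (SD, n = 3) in NT cells. MYLK, the myosin light chain kinase, was 1.69-fold higher, MYL9, a myosin regulatory light chain, 1.72-fold and TPM2, a tropomyosin, 1.46-fold. JPH2, which links the sarcoplasmic reticulum to the cell membrane, had 43.21 ± 26.03 against 8.583 ± 5.709. These 5 genes were higher in all 3 donors. SMTN and MYLK are long genes, and with an offset for gene length their log2 fold changes went from 0.90 to 1.52 and from 0.76 to 1.49. That of JPH2 went from 2.30 to 1.70 without the MK2i-NP library of donor 3. TPM3, MYL6 and ACTA1 of Fig. 4I were not among the listed genes.
At an adjusted p under 0.05, 0 of the 8 genes of Fig. 4I passed edgeR's test (4 when adjusted over the list alone, a list shown for these samples with no stated basis of choice), 5 did at an unadjusted p under 0.05 and 1 by DESeq2. With the donor block SMTN (adjusted p = 0.0228) and JPH2 (adjusted p = 0.00881) passed, and neither did without donor 3. Neither passed without donor 2 or with an offset for gene length, where the blocked fit called 0 genes in all. Their log2 fold changes with the block were 0.91 and 2.31, 0.72 and 1.85 without donor 2, and 1.55 and 2.66 with the offset. In a list of 54 contractile smooth muscle genes, 7 of the 17 listed were higher and 10 were lower. This list was fixed before the deposited file was examined, but after part of these values had been seen. Its median log2 fold change turned from -0.47 to 0.089 with an offset for gene length. HSPB6, a small heat shock protein of muscle, was 1.91-fold lower. By edgeR 0 of this list passed over all genes or over the list alone, 7 higher and 7 lower did at an unadjusted p under 0.05, 1 higher and 3 lower by DESeq2, and 2 higher and 5 lower with the donor block. ACTA2, TAGLN, MYH11 and CNN1, the usual contractile markers, were not among the listed genes.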

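Markers of the synthetic state went both ways. Of 30 such genes, 10 of the 15 listed were lower with MK2i-NP and 5 were higher. The 30 genes were fixed before the deposited file was examined, but after part of these values had been seen. MYH10, the nonmuscle myosin heavy chain of synthetic cells, was 2.39-fold lower, at 1174 ± 421.7 (SD, n = 3) against 2810 ± 74.1 (SD, n = 3). SPP1, the gene of osteopontin, had 29.86 ± 22.11 (SD, n = 3) with MK2i-NP against 0.9483 ± 1.642 (SD, n = 3) in NT cells, and was higher in all 3 donors. VIM was not among the listed genes. PDGFRB, the receptor of a mitogen of these cells, was 2.07-fold lower, and its log2 fold change went from -1.05 to -1.66 without donor 3.
By edgeR 0 genes of the list passed over all genes (5 higher and 7 lower when adjusted over the list alone), 5 higher and 9 lower did at an unadjusted p under 0.05, 4 higher and 4 lower by DESeq2, and 3 higher and 5 lower with the donor block. The adjusted p was 0.213 for MYH10 and 0.245 for SPP1, and 0.000165 and 0.000548 with the block. Without donor 2 the blocked fit called neither, as it called 0 of all genes. The log2 fold change was then -1.09 for MYH10 and 3.47 for SPP1 against -1.32 and 4.56 with all donors. Of 21 endothelial markers 9 of the 10 listed were lower, 5 of them in all 3 donors. Of these markers 0 passed by edgeR over all genes or over the list alone, 1 passed by DESeq2 and 2 passed with the donor block, and 3 were lower in edgeR at an unadjusted p under 0.05. The blocked fit called 1 higher and 1 lower without donor 1 and 5 lower without donor 3. Without donor 2 it called 0 of them, as it did of all genes, with a log2 fold change of -1.755 for PECAM1 against -1.851 with all donors. From the lower matrix, inflammatory and proliferation genes, the higher contractile genes and its gene set enrichment analysis, the paper concludes that MK2 inhibition moved the cells toward a contractile phenotype and away from the synthetic one. For this cell type at a later passage the paper also reports contractile proteins maintained with MK2i-NP. It reports more vimentin, osteopontin and Fn-EDA in untreated cells.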

### MK2i-NPs block neointima formation and VSMC synthetic phenotype switch in autologous vascular transplants in vivo.

Given that MK2 inhibition blocks key traits of synthetic VSMCs, including proliferation and production of ECM and proinflammatory cytokines, and given the durable efficacy of a single MK2i-NP dose, we evaluated MK2-mediated VSMC phenotype switching in the context of surgical vascular grafting in vivo. These studies used rabbit external jugular vein (EJV) grafting, where grafts were ex vivo topically treated intraoperatively with MK2i-NP prior to grafting onto rabbit carotid arteries. The grafted EJV segments were surgically collected and divided. One segment was briefly (30 minutes) treated ex vivo with MK2i-NP^50:5Lyo^ in PlasmaLyte (Figure 5A), and the other was treated with 30 mM lactosucrose in PlasmaLyte, followed by surgical anastomosis with carotid artery segments. The grafts were analyzed 7 days after surgery to capture the period of highest cellular proliferation and inflammation (47). IHC staining for the endothelial cell (EC) marker CD31 (Figure 5B and Supplemental Figure 5) showed that graft EC coverage was continuous in samples treated intraoperatively with control solution or with MK2i-NP^50:5Lyo^, similar to what was seen in the donor EJV tissue prior to grafting. However, Verhoeff–van Gieson staining, which was used to visualize vessel neointima (Figure 5C), revealed substantially reduced neointimal thickness and area in surgical vein grafts treated intraoperatively with MK2i-NPs (*n* = 5, Figure 5D). Proliferating cell nuclear antigen (PCNA) staining revealed abundant cellular proliferation within the vascular neointimal layer of control-treated samples (Figure 5E). However, MK2i-NP^50:5Lyo^ treatment decreased proliferation in 5 of 5 surgical samples by an average of nearly 55% (Figure 5F). Vimentin, a molecular marker of synthetic VSMCs, was markedly reduced (36% reduction) in 100% of MK2i-NP^50:5Lyo^-treated vascular grafts (Figure 5, E and F). Macrophage accumulation, used as a proxy for vascular inflammation, was examined using IHC for RAM11, which was readily detected in vehicle-treated grafts. However, we found starkly reduced macrophage accumulation (80% reduction) in 5 of 5 vascular grafts treated intraoperatively with MK2i-NP^50:5Lyo^, demonstrating in vivo that multiple markers of synthetic VSMC, each of which contributes to IH pathophysiology, were diminished upon intraoperative treatment of grafted vascular tissue with MK2i-NP. Conversely, the contractile VSMC marker α-SMA was increased 3.8-fold in MK2i-NP^50:5Ly^–treated grafts over what was seen in vehicle-treated grafts (Figure 5C). Together, these data demonstrated the important role of MK2 signaling in driving the contractile-to-synthetic phenotype switch in VSMCs and showed that treatment with MK2i-NPs maintained the contractile VSMC phenotype to minimize vascular graft IH.

## Discussion

Here, we demonstrated durable and potent MK2 inhibition as a means of blocking contractile-to-synthetic VSMC phenotypic switching after vascular intervention. Given the relationship between synthetic VSMCs and IH and observations that IH is a driving cause of vessel occlusion after vascular intervention (1–3), these findings support the hypothesis that pharmacological MK2 inhibition may prevent IH and would thus maintain patency and integrity of vascular grafts and sites of vascular angioplasty. Our data showed that intraoperative MK2i-NP delivery to donor vessels ex vivo immediately prior to grafting blocked VSMC synthetic differentiation (Figure 5), prevented IH, and preserved vessel patency (Figure 4).

Synthetic VSMCs exhibit several distinguishing traits, including enhanced proliferation, increased expression of proinflammatory cytokines, and augmented production of ECM proteins. While each of these synthetic VSMC traits contributes to pathologic IH (13, 48, 49), clinical trials in IH have focused on drugs aimed at blocking VSMC proliferation but without blockade of the other traits of synthetic VSMCs. For example, the E2F decoy edifoligide inhibits the ability of E2F to interact with its target genes, inhibiting its proliferative effects (50). However, the E2F decoy failed to show improvement in preventing vein graft failure in clinical trials (12). Currently approved strategies for combating IH use either chemotherapy or mTOR inhibition embedded within drug-eluting balloons and stents to block proliferation by VSMCs, and to a lesser extent, to minimize inflammation. However, neither of these drugs fully targets all VSMC trains during IH, including VSMC migration to the intima, neointimal ECM deposition by VSMCs, and proinflammatory cytokine expression by VSMCs. In contrast, we have shown here that inhibition of VSMC contractile-to-synthetic phenotype switching prevents the pathological accumulation of disease-associated synthetic VSMCs, thus comprehensively targeting the VSMC traits that initiate and exacerbate IH.

Importantly, we have established the serine-threonine kinase MK2 as a molecular switch that allows VSMCs to toggle between contractile and synthetic phenotypes, such that MK2 activity drives VSMCs toward a synthetic phenotype, while MK2 inhibition reverses dedifferentiation to preserve a contractile phenotype. MK2 is directly phosphorylated by stress-activated p38 MAPK (22), a kinase that activates a multitude of pathways involved in inflammation, cell migration, and cell proliferation. Notably, p38 MAPK is activated in VSMCs, particularly in the context of IH. However, pharmacological p38 MAPK inhibitors failed clinical trials because of associated toxicities and increased risk of certain cancers (51, 52), perhaps a result of the widespread expression/activity of p38 MAPK and its wide network of substrates. These observations motivated the search for druggable pathways downstream of p38 MAPK in VSMCs and IH. As a p38 MAPK substrate, MK2 phosphorylates multiple proteins that drive the VSMC synthetic phenotype, including CREB and HSP27 (28, 29). Each of these factors independently has a known role in VSMC-mediated IH, suggesting that MK2 may be a valid molecular target to combat IH. We showed here that MK2 inhibition blocked phosphorylation of CREB (Figure 2) and diminished expression of KLF4, E2F2, MEOX, and other drivers of the synthetic VSMC phenotype (Figure 3), further minimizing the VSMC phenotypic switch. Additionally, delivery of the MK2 inhibitor to vessels ex vivo using our polymeric NP formulation minimized systemic exposure to the MK2 inhibitor, while providing potent and stable MK2 inhibition within the surgically targeted tissue (Figure 5).

Discovery of small molecular weight MK2 kinase inhibitors has been met with challenges (53). Here, we used a peptide that binds to MK2, blocking its catalytic activity (54). Intracellular peptide drug delivery has its own challenges, including short circulation half-lives and endosomal entrapment, which permits extracellular recycling and/or lysosomal degradation (55, 56). We have addressed the first issue using an intraoperative topical treatment of explanted tissue, a strategy shown to be feasible in various animal and clinical trials (12). To enable endosome escape of the inhibitory peptide, we packaged the MK2i peptide with PPAA, a strategy that also potentiates the level of peptide uptake (Figure 1). The alkyl propyl side chains of PPAA coat cell membranes through hydrophobic interactions, while the anionic carboxylate groups bait cationic peptides to the cell surface to promote internalization at physiological pH (31). Within endosomes, however, carboxylic acid protonation of PPAA increases its hydrophobicity, causing endosomal membrane disruption and cytosolic delivery (31). Secondarily, endosome disruption extends intracellular retention of the inhibitory peptide (33, 57). Optimization of intracellular peptide retention is of particular importance in the vascular graft treatment setting used herein, in which a single prophylactic treatment was given intraoperatively to provide a therapeutic benefit throughout the graft healing process. Increased cellular uptake and retention make MK2i-NPs the ideal treatment strategy over previously explored methods, such as a heparin-functionalized graft that elutes free MK2i peptide over time (58), which does not have the intracellular bioavailability benefits that come with PPAA complexation. A previous vascular graft study showed the greatest VSMC proliferation and inflammation in the first week after surgery, which waned thereafter (47), highlighting a critical window through which intraoperative vascular treatments must be retained as the vascular graft heals. Importantly, we found that a single brief treatment with MK2i-NPs reduced LPA-induced CREB phosphorylation downstream of MK2 through at least 10 days (Figure 2), supporting the feasibility of this approach.

MK2i-NPs are a flexible and potent alternative to drug-eluting stents or balloons for delivery of compounds targeting IH. One important study described surface-based delivery of peptide from a synthetic polymer film that could potentially be developed as a vascular graft material (58). This biomaterial was functionalized with anionic heparin to which the cationic MK2i peptide was electrostatically adhered, allowing slow release of free MK2i peptide from the surface when applied in cultures. In contrast, we describe here an aqueous formulation of NPs that allows cells or tissues to be treated ex vivo, eliminating the need for synthetic graft implantation. Importantly, MK2i-NPs enhance activity of MK2i relative to treatment with the free peptide alone through promoting higher cellular uptake and facilitating endosome disruption and consequent cytoplasmic bioavailability and retention.

In summary, we have shown that MK2 plays a key role in contractile-to-synthetic VSMC phenotype switching, such that MK2 inhibition prevented VSMC synthetic dedifferentiation as well as synthetic VSMC-driven IH and vascular graft failure. Future studies will be required to assess long-term impact of intraoperative vascular treatment with MK2i-NPs on VSMC phenotype and clinical outcomes. It will be particularly important to also advance future studies into larger scale preclinical models. While we have defined MK2 as a molecular switch regulating phenotype conversion in VSMCs, it will also be enlightening to determine which specific downstream targets of MK2 regulate phenotype switching and to elucidate any phosphatases that may downregulate this signaling pathway. The continued study of prophylactic MK2i-NP treatment for postprocedural IH is warranted based on these promising findings.

## Methods

### Materials.

An MK2 inhibitory peptide with the sequence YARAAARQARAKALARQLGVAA was synthesized by and purchased from EZBioLab with a purity of 95% or greater as determined by mass spectrometry. The Click-iT EdU kit was obtained from Thermo Fisher Scientific. PDGF-BB and LPA were purchased from MilliporeSigma. Antibodies against PCNA (catalog ab912), Ki67 (catalog ab1580), vimentin (catalog ab28028), α-SMA (catalog ab781), SM22 (catalog ab14106), and osteopontin (catalog ab166709) were purchased from Abcam. CREB (catalog 9104), p-CREB (catalog 9198), and additional vimentin (catalog D21H3, 5741) and α-SMA (catalog 19245) antibodies were purchased from Cell Signaling Technology. RAM11 (catalog M0633) antibodies were purchased from DAKO/Agilent. GAPDH (catalog MAB374) and Fn-EDA (catalog F6140) antibodies were purchased from MilliporeSigma. CD31 (catalog AM50226PU-S) antibodies were purchased from OriGene. For IHC, primary antibodies were used at 1:100 (RAM11), 1:150 (vimentin), 1:500 (α-SMA), or 1:25 (CD31) dilutions, and secondary antibodies (catalog BA-9200) were purchased from Vector Laboratories and used at a 1:2000 dilution. For immunocytochemistry, primary and secondary antibodies were used at a 1:500 dilution.

### MK2i-NP synthesis.

PPAA was synthesized via bulk RAFT polymerization, purified, and characterized as previously described (31, 33). Briefly, the 2-propylacrylic acid (2-PAA) monomer was synthesized according to methods developed by Ferrito et al. (59) The chain transfer agent (CTA) 4-cyano-4-(ethylsulfanylthiocarbonyl) sulfanylpentanoic acid was synthesized as previously described (60). The monomer was mixed with 2,2′-azo-bis-isobutyrylnitrile (AIBN) recrystallized from dioxane as an initiator and the CTA with a molar ratio of CTA/AIBN of 1:1, and the 2-PAA/CTA ratio was set to achieve a molecular weight of 25,000 g/mol at full conversion. A magnetic stir bar was added to the reaction vessel, and the mixture was subjected to 3 freeze/vacuum/thaw cycles, purged with nitrogen for 30 minutes, and subsequently maintained under a nitrogen atmosphere for the duration of the polymerization reaction. The polymerization reaction was initiated by submerging the reaction vessel in a 70°C oil bath to activate the free radical initiator AIBN. The polymerization reaction was monitored for 48 hours until the reaction mixture became highly viscous. The resulting polymer was dissolved in dimethylformamide, precipitated into cold diethyl ether 5 times, and dried overnight under vacuum. PPAA molecular weight and polydispersity were determined using gel permeation chromatography (Agilent 1200 series GPC system with an in-line mini-DAWN T-rex light scattering detector, variable wavelength detector, and refractive index detector) and analyzed using Astra V software (Wyatt Technology) calibrated using PMMA and PEG standards (Agilent). Purity, composition, and molecular weights were further verified using proton nuclear magnetic resonance.

MK2i peptide was dissolved in PBS (pH 8) to obtain a stock solution. PPAA was dissolved in 1 M NaOH and diluted into phosphate buffer (pH 8). A pH of 8 was chosen as a median between the acid dissociation constants of the carboxylate anion on PPAA and the primary and secondary amines on the MK2i peptide to facilitate electrostatic complexation. MK2i and PPAA solutions were mixed in phosphate buffer at concentrations of 500 μM and 25 or 50 μM, respectively, to form a 10× stock of MK2i-NPs. The resulting polyplexes were syringe-filtered through 0.45 hydrophilic polytetrafluoroethylene (PTFE) filters from Millex.

### MK2i-NP lyophilization.

To lyophilize MK2i-NPs for long-term storage, a previously described method was used (34) with alteration in peptide and polymer relative quantities based on previous studies (31). Briefly, MK2i-NPs were formulated at concentrations of 500 μM MK2i and 50 μM PPAA to form a 10× stock with 300 mM lactosucrose added as a lyoprotectant to the NP solution. The NPs were then syringe-filtered through a 0.45 μM PTFE filter and separated into 200 μL aliquots. They were then frozen to –80°C for 24 hours and lyophilized. NPs were reconstituted for 30 minutes before use in in vivo studies (detailed below) by addition of an appropriate amount of sterile water for injection to achieve the desired concentration for dosing.

### Cell culture.

A7r5 rat aortic SMCs were obtained from American Type Culture Collection (ATCC). A7r5 cells were cultured in high glucose DMEM supplemented with 10% FBS and 1% penicillin/streptomycin (P/S). Cells were maintained in 37°C and 5% CO_2_ environment. Only cells from passages 3–8 were used in experiments. For LPA treatments, A7r5 cells were quiesced in low-glucose (1 g/L) and low-FBS (0.1% FBS) media for 24 hours prior to LPA treatment. The treatment was then removed, and the cells were either immediately stimulated with 30 μM LPA for 30 minutes or cultured for an additional 1, 3, 7, or 10 days in low-glucose, low-serum media prior to LPA stimulation. Primary rat aortic SMCs were collected from 4 male Wistar rats (The Jackson Laboratory), endothelium was removed by swabbing, and the remaining tunica media was dissociated (Miltenyi Biotec tissue dissociation kit) according to the manufacturer’s instructions for 40 minutes. Subsequently, cell suspensions were forced through a 70 μm strainer washed, pooled, and cultured in a T-75 flask in DMEM with 20% FBS and 1% P/S until 80%–90% confluent. Primary human coronary artery SMCs from 3 human donors were obtained from ATCC (PCS-100-021). Human coronary artery SMCs were cultured using vascular cell basal medium (ATCC, PCS-100-030) supplemented with a VSMC growth kit (ATCC, PCS-100-042) and 20% serum to induce phenotype switching.

### Analysis of MK2i uptake with flow cytometry.

A7r5 cells were seeded into a 96-well plate at 5000 cells per well in DMEM supplemented with 10% serum and 1% P/S and allowed to adhere for 48 hours. MK2i peptide was conjugated with Alexa Fluor 488 (Thermo Fisher Scientific) according to the manufacturer’s instructions, and MK2i-NPs were made with the fluorescent peptide and lyophilized. Cells were treated with 50 μM MK2i-488 or 50 μM reconstituted MK2i-488-NPs (50:5_lyo_) in OptiMEM (Gibco) with 1% serum and incubated for 2 hours before treatment removal. For fluorescence imaging, cells were washed with 1% serum OptiMEM before being replaced with fresh 1% serum OptiMEM and imaged on a Nikon Eclipse Ti inverted fluorescence microscope. For flow cytometry, the treated cells were collected by trypsinization, then analyzed with a Guava easyCyte HT, and the resulting data were processed with FlowJo version 10.

### Gal8 recruitment assay in A7r5 cells.

Gal8^YFP^ measurements were performed as previously described (36) utilizing A7r5 cells stably transduced with a lentiviral Gal8-YFP expression vector. A7r5-Gal8^YFP^ cells were seeded in a 96-well plate at 2500 cells per well in DMEM supplemented with 10% serum and 1% P/S and allowed to adhere for 48 hours. Cells were treated with 50 μM MK2i or 50 μM MK2i-NPs (50:5_lyo_) in OptiMEM with 1% serum and incubated for 15 minutes before being imaged on a Nikon Eclipse Ti inverted fluorescence microscope using a 20× objective. Cells imaged 3 hours after treatment were used for quantification of endosomal disruption in MATLAB using a previously described method (36).

### Cell viability assay.

A7r5 cells were seeded into a 96-well plate at 5000 cells per well in DMEM supplemented with 10% serum and 1% P/S and allowed to adhere for 48 hours. Cells were treated with 50 μM MK2i or 50 μM MK2i-NPs (50:5_lyo_) in OptiMEM with 1% serum. Treatments were removed after 2 hours, and the media were replaced with 10% serum DMEM containing 25 μg/mL resazurin salt. Plate absorbance was read every 5 minutes on a TECAN Infinite M1000 Pro plate reader, and the difference between the baseline measurement and the average of the 5 values at the peak of the kinetic curve was quantified for each well.

### Western blot analysis.

Cells and tissues were lysed in RIPA buffer with 1:200 protease inhibitor cocktail (MilliporeSigma) and phosphatase inhibitor I and II cocktails (MilliporeSigma) on ice for 1 hour, centrifuged at 10,000*g* for 15 minutes at 4°C. Protein concentration was quantitated by BCA assay (Pierce). Protein (20 μg) was resolved on 10% SDS-PAGE gels and transferred to PVDF membranes. Blots were incubated in primary and secondary antibodies for 1 hour each at room temperature, washed after each, and imaged (LI-COR Odyssey).

### HSV ex vivo assay and IHC.

Upon approval by Vanderbilt University Medical Center’s IRB, deidentified, discarded segments of HSV were collected from consenting patients undergoing coronary or peripheral vascular bypass surgeries. After surgical resection, HSV segments were stored in buffered salt solution until the end of the surgical procedure, at which time they were placed in cold transplant harvest buffer (100 mM potassium lactobionate, 25 mM KH_2_PO_4_, 5 mM MgSO_4_, 30 mM raffinose, 5 mM adenosine, 3 mM glutathione, 1 mM allopurinol, 50 g/L hydroxyethyl starch, pH 7.4). Damaged portions were not used for experiments. All HSV segments were used within 24 hours of harvest. Utilizing sterile technique in a sterile culture hood, the HSV segments were transferred into a 60 mm petri dish. The end of each segment (0.5 mm) was removed with a blade, and excess adventitial tissue and adipose tissue were removed with minimal manipulation. Segments were then cut into consecutive rings with an approximate width of 1.0–2.0 mm.

HSV rings were treated with 100 μM MK2i-NPs (100 μM MK2i, 12.5 μM PPAA) and then cultured for 14 days in high-serum RPMI 1640 (Gibco) (30% FBS to accelerate neointimal growth), 1% l-glutamine, and 1% P/S at 37°C in 5% CO_2_. After culture, vein segments were fixed in 0.5 mL of 10% neutral buffered formalin at 37°C for 30 minutes and embedded in paraffin. Transverse 5 μm sections were cut from the middle of the rings and stained for DAPI and Ki67, α-SMA, or vimentin by the Tissue Pathology Shared Resource Core at Vanderbilt University Medical Center. The samples were then imaged on a Nikon Eclipse Ti inverted fluorescence microscope. Intimal layers were selected in ImageJ (NIH) by selecting tissue within the internal and external elastic lamina, and positive staining was quantified using a previously described color deconvolution method (61). Positive staining was normalized to the number of intimal cell nuclei. Four images per patient from 2 donors to account for patient variability were analyzed for each treatment group.

### Primary human cell culture and RNA-Seq.

Primary HCA-SMCs were cultured out to passage 5 in 20% serum in parallel treatments with control vehicle or MK2i-NPs. Total RNA was extracted using a Qiagen RNeasy Mini kit (74104) and purity was assessed using a NanoDrop One. Total RNA was sent to Novogene for library preparation, sequencing, and analysis.

### Primary human cell immunocytochemistry.

Primary HCA-SMCs were cultured out to passage 7 in 20% serum and were either left untreated or treated with 50 μM MK2i-NPs (50:5_lyo_) for 2 hours at each passage. The cells were then fixed with 4% paraformaldehyde for 10 minutes, permeabilized with PBS containing 0.5% Triton X-100, and blocked with PBS containing 0.1% Triton X-100 and 5% FBS. The cells were washed 3 times with PBS between each step. The cells were then incubated with the primary antibodies overnight at 4°C and then treated with the secondary antibody and NucBlue for 1 hour at room temperature. The cells were imaged on a Nikon Eclipse Ti inverted fluorescence microscope. Composites of 9 images from each well were made and analyzed for MFI using a previously developed MATLAB script (36).

### Click-iT EdU assay.

Cells seeded on 8-well coverslips were treated as indicated and supplemented with 20 μM EdU for the final 24 hours of culture. Cells were fixed with 3.7% formaldehyde, permeabilized with 0.5% Triton X-100, blocked with 3% BSA in PBS, and incubated with 250 μL Click-iT plus reaction cocktail, followed by incubation with α-SMA antibody overnight at 4°C and fluorescent secondary antibody for 1 hour. Cells were counterstained with Hoechst (1:2000 dilution) and mounted with ProLong Gold Antifade (Thermo Fisher Scientific). Cells were imaged on a Nikon Eclipse Ti inverted fluorescence microscope.

### In vivo rabbit vein graft model.

Male New Zealand white rabbits (3.0 to 3.5 kg) were anesthetized through an intramuscular injection with ketamine hydrochloride (1.4 mg/kg) and xylazine (0.2 mg/kg). Anesthesia was maintained with endotracheal intubation and inhaled isoflurane (2.0% to 5.0%). A high-dose i.v. heparin bolus (250 U/kg) was administered immediately before carotid cross clamp. The operative procedure was performed with aseptic technique under ×2.5 optical magnification.

The rabbit bilateral jugular vein graft model was performed as previously described (33). During surgery, the rabbit’s EJV was removed and cuffs were inserted on either end. Meanwhile, lyophilized MK2i-NPs and lactosucrose controls were reconstituted for 30 minutes in sterile water. After reconstitution, the treatments were added to PlasmaLyte to achieve a final volume of 2 mL and a final concentration of 50 μM for the MK2i-NPs. Once excised, contralateral EJVs were given anastomotic cuffs on either end according to a previous method (62). The cuffed EJVs were soaked for at least 30 minutes in the MK2i-NP treatment or lactosucrose control, with the treated side being randomly determined. The carotid artery lumen was then cut open with a 2.0 cm arteriotomy, and the cuffed veins were inserted. Seven days after surgery, the rabbits were euthanized, and vein grafts were perfusion-fixed in situ with 10% neutral buffered formalin. The EJVs were removed, and 5 mm sections from the middle of the graft were cut and stored in 10% neutral buffered formalin for later histology.

### Rabbit histological quantification.

IHC was performed by the Vanderbilt University Medical Center Translational Pathology Shared Resource. First, 5 mm sections were formalin-fixed and paraffin-embedded. Sections (5 μm) were stained for PCNA, RAM11, α-SMA, and vimentin. The slides were imaged by the Vanderbilt University Medical Center Digital Histology Shared Resource and quantitated using ImageJ (NIH) using a previously described color deconvolution method (61). Sections from the midregion of each graft were analyzed, and the average ratio of positive pixels to number of nuclei was quantified for each section using 6 evenly spaced images. The images were taken starting at the area of most significant neointimal growth and moving evenly around the ring section. The average of the 6 images was used as the value for that rabbit in subsequent analyses.

### Data availability.

RNA-Seq data are available in NCBI’s Gene Expression Omnibus database (GEO GSE165715).

### Statistics.

Statistical significance for experiments with more than 2 groups was determined using 1-way ANOVA tests followed by Tukey’s post hoc test. For the in vivo rabbit study, 2-sided ratio paired *t* tests were used to determine significance between the treated and control groups. For HSV marker and immunocytochemistry quantification, Welch’s 2-tailed *t* test was used. Significance was accepted within a normal based 95% confidence limit (α = 0.05). Analyses were done with GraphPad Prism 8 software. Results are presented as arithmetic mean ± SD graphically with *P* values, as indicated in the figures or figure legends. *P* values of less than 0.05 were considered significant.

### Study approval.

All animal studies were approved by the Vanderbilt University IACUC and conformed to the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). Use of HSV samples was approved by Vanderbilt University Medical Center’s IRB. Samples were collected from patients undergoing coronary or peripheral vascular bypass surgeries from whom written informed consent was obtained.

## Author contributions

JWT assisted with uptake characterization, the in vivo rabbit study, image analysis, and RNA-Seq preparation and analysis and wrote the manuscript. BCE performed CREB pharmacodynamics, PDGF proliferation, primary rat isolation and phenotype assessment, and HSV studies. BW performed Western blots and assisted with primary RASMC isolation and cell culture. JCF and MEP performed rabbit surgeries. JMC assisted with PDGF proliferation study and image analysis. RSC assisted with design and quantification of in vitro studies and manuscript editing. CMB and CLD conceived of and oversaw all studies. JWT and BCE share the first author position, with JWT being given the first order position based on his contributions in writing the manuscript.

## Supplementary Material

Supplemental data

Supplemental data set 1

## Figures and Tables

**Figure 1:**
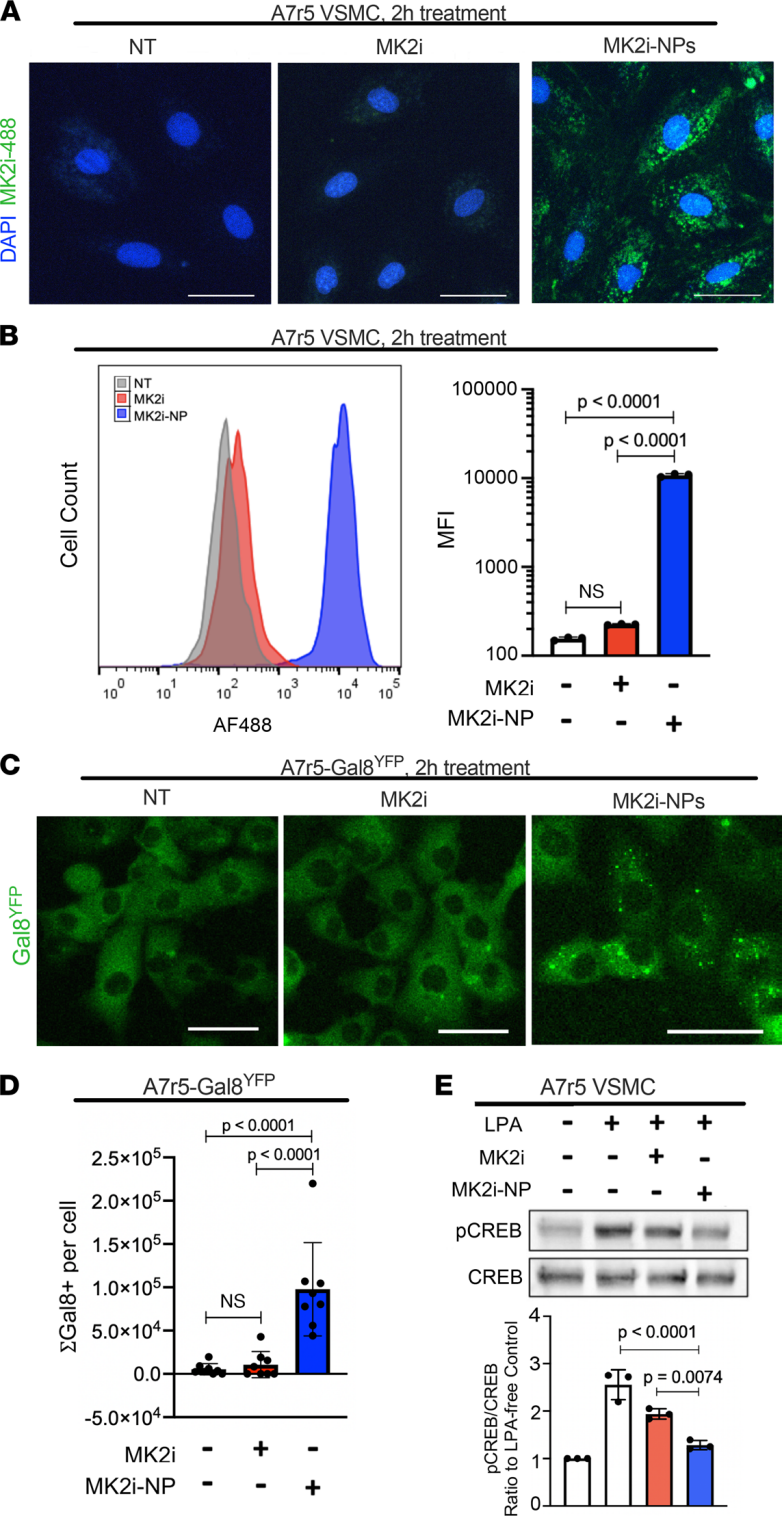
MK2i-NPs increase cell uptake and endosomal escape of MK2i in A7r5 cells while maintaining bioactivity. A7r5 cells were incubated for 2 hours with vehicle control (no treatment, NT) or 50 μM MK2i or MK2i-NPs^50:5Lyo^ made with MK2i conjugated with Alexa Fluor 488. (**A**) After 2 hours, A7r5s were imaged under fluorescence microscopy to confirm uptake of MK2i-488. (**B**) Flow cytometry was used to quantify cell uptake of MK2i, and MFI for 3 replicates was quantified. (**C**) A7r5 cells engineered to express YFP-Gal8 were treated with 50 μM MK2i-488 or MK2i-NPs^50:5Lyo^ and imaged to visualize endosomal disruption 3 hours after treatment. (**D**) The total Gal8-positive pixels were normalized to cell number for 8 replicates. (**E**) A7r5 cells were treated with 50 μM MK2i or MK2i-NPs (50 μM MK2i and 2.5 μM PPAA) and cultured for 24 hours after treatment prior to LPA stimulation and protein harvesting for Western blot analysis of CREB phosphorylation. *n* = 3. All statistics were determined using 1-way ANOVA and Tukey’s multiple-comparison test. Scale bars: 50 μm.

**Figure 2:**
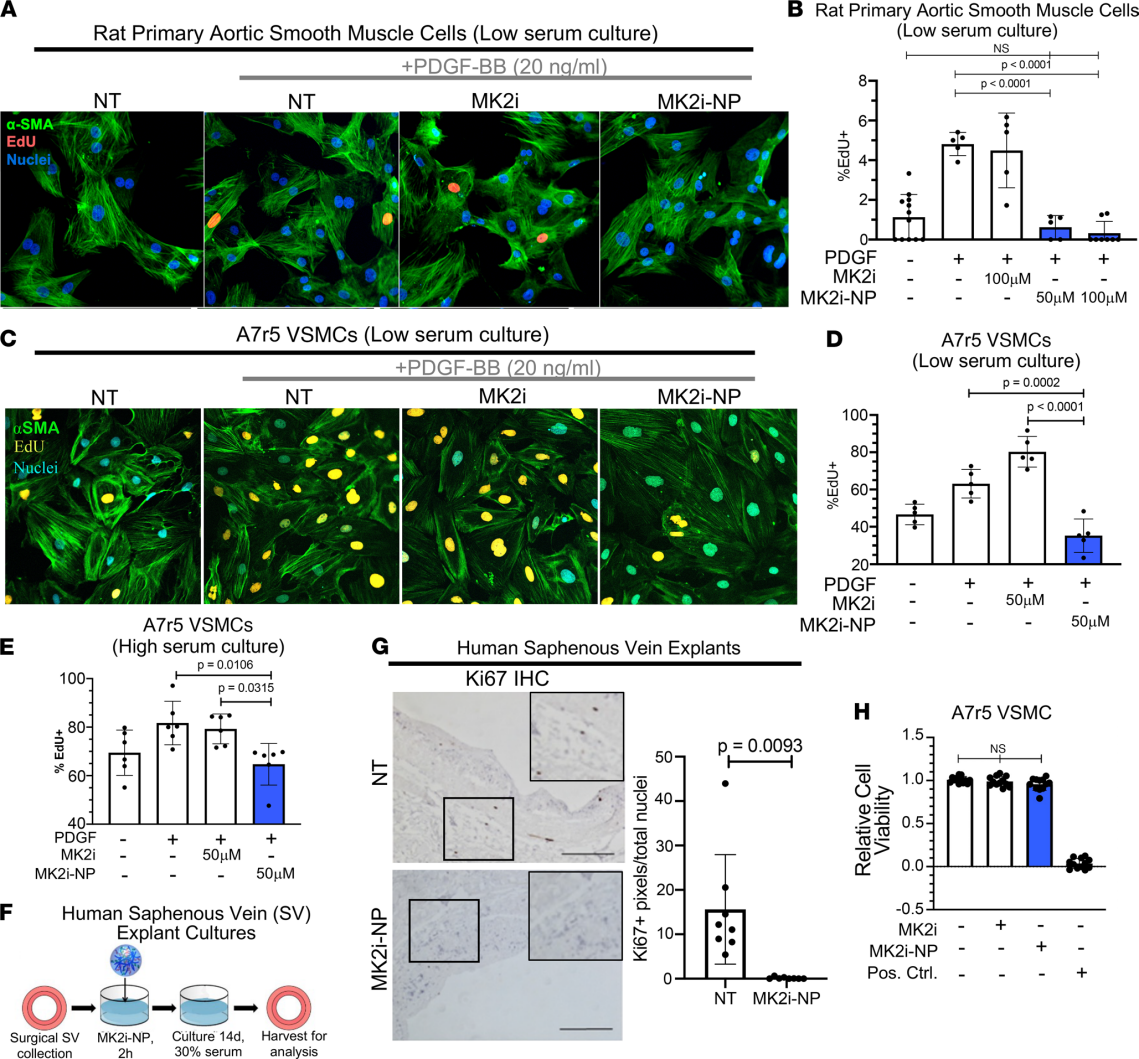
MK2i-NPs provide extended inhibition of proliferation in vitro and ex vivo without affecting viability. (**A**) Primary rat aortic smooth muscle cells (RASMCs) were quiesced overnight in 0.1% FBS media. RASMCs were then treated with 50 or 100 μM of MK2i or MK2i-NPs (50 μM MK2i, 2.5 μM PPAA) for 2 hours and subsequently incubated in media containing 20 ng/mL PDGF. After 24 hours, cellular proliferation was assessed through immunocytochemistry. (**B**) The percentage of EdU-positive nuclei was counted using *n* ≥ 5 images to get the percentage of proliferating cells per field of view for each treatment group. Significance was determined using a 1-way ANOVA with Tukey’s multiple-comparison test. (**C**) A7r5 cells were cultured in 2% serum media and treated with 50 μM MK2i or MK2i-NPs (50 μM MK2i, 2.5 μM PPAA) for 2 hours and subsequently incubated in media containing 20 ng/mL PDGF. After 24 hours, cellular proliferation was assessed through immunocytochemistry in (**D**). (**E**) A7r5 culture, MK2i treatment, and PDGF stimulation were repeated in 10% serum with the percentage of EdU-positive cells quantified 24 hours after PDGF treatment. (**F**) HSV rings were treated for 2 hours with either vehicle or 100 μM MK2i-NPs (100 μM MK2i, 12.5 μM PPAA) and then cultured for 14 days in 30% serum media, replacing media every other day. (**G**) HSV rings were stained for Ki67 and Ki67^+^ pixels per nuclei were assessed to determine relative proliferation levels in *n* = 8 representative images. Statistical significance was determined using Welch’s *t* test. Scale bars: 200 μm. (**H**) A7r5 cells were treated with 50 μM MK2i or MK2i-NPs (50 μM MK2i, 5 μM PPAA, lyophilized) for 2 hours and incubated for 24 hours before measuring viability with the resazurin salt assay (*n* = 12). Bleached cells were used as a positive control for the cytotoxicity measurement and 1-way ANOVA was used to analyze statistical significance.

**Figure 3:**
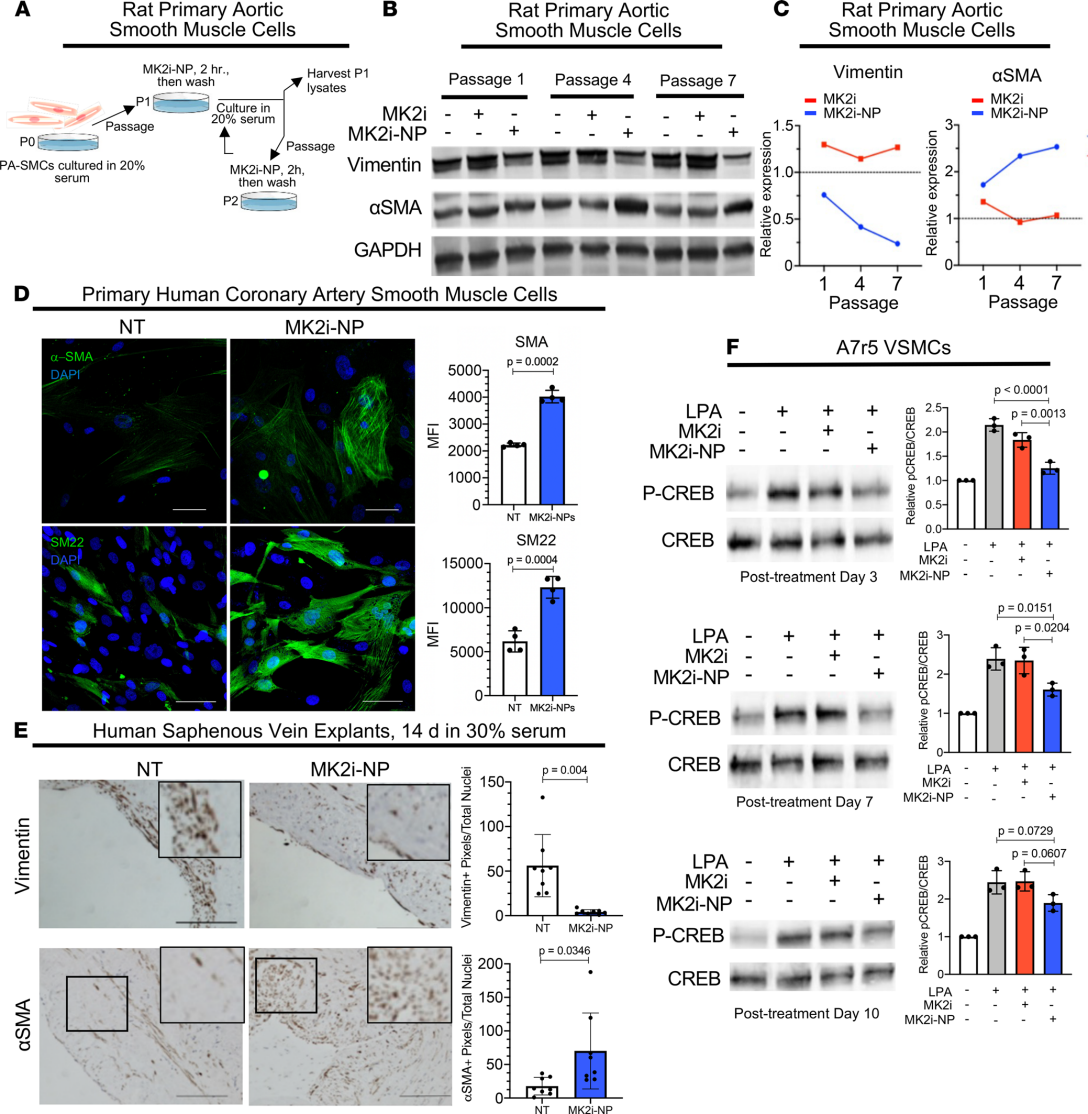
MK2i-NP treatment prevents phenotypic modulation of in vitro smooth muscle cells and ex vivo human saphenous veins while providing long-lasting pharmacodynamic effects. (**A**) Primary rat aortic SMCs were treated with 50 μM MK2i or MK2i-NPs (50 μM MK2i and 2.5 μM PPAA) for 2 hours at the time of passaging and then incubated in fresh high-serum medium (20% FBS). (**B**) The levels of α-SMA and vimentin were measured relative to GAPDH at passages 1, 4, and 7 with Western blots. The protein levels in the MK2i-NP–treated group relative to the no treatment group was plotted in (**C**). Measurements were taken on pooled RASMCs from 4 rats. (**D**) HCA-SMCs were cultured in 20% serum media and treated with MK2i-NPs at each passage up to passage 7. Levels of α-SMA and SM22 were analyzed with immunofluorescence. *n* = 4. Scale bars: 50 μm. Statistical significance was determined with Welch’s *t* test. (**E**) HSV rings were treated for 2 hours with either vehicle or 100 μM MK2i-NPs (100 μM MK2i, 12.5 μM PPAA). The samples were then cultured for 14 days in high-serum media (30% FBS), replacing media every other day. HSV rings were stained for vimentin and α-SMA to assess relative levels of synthetic and contractile phenotypes, respectively. The number of vimentin^+^ or α-SMA^+^ pixels per nuclei was plotted for *n* = 8 representative images. Statistical significance was determined using Welch’s *t* test. Scale bars: 200 μm. (**F**) A7r5 cells were treated with 50 μM MK2i or MK2i-NPs (50 μM MK2i and 2.5 μM PPAA) and cultured for 3, 7, or 10 days after treatment prior to LPA stimulation and protein harvesting for Western blot analysis of CREB phosphorylation, used as a pharmacodynamic biomarker for MK2 inhibition. *n* = 3. Statistics were determined using 1-way ANOVAs and Tukey’s multiple-comparison test.

**Figure 4:**
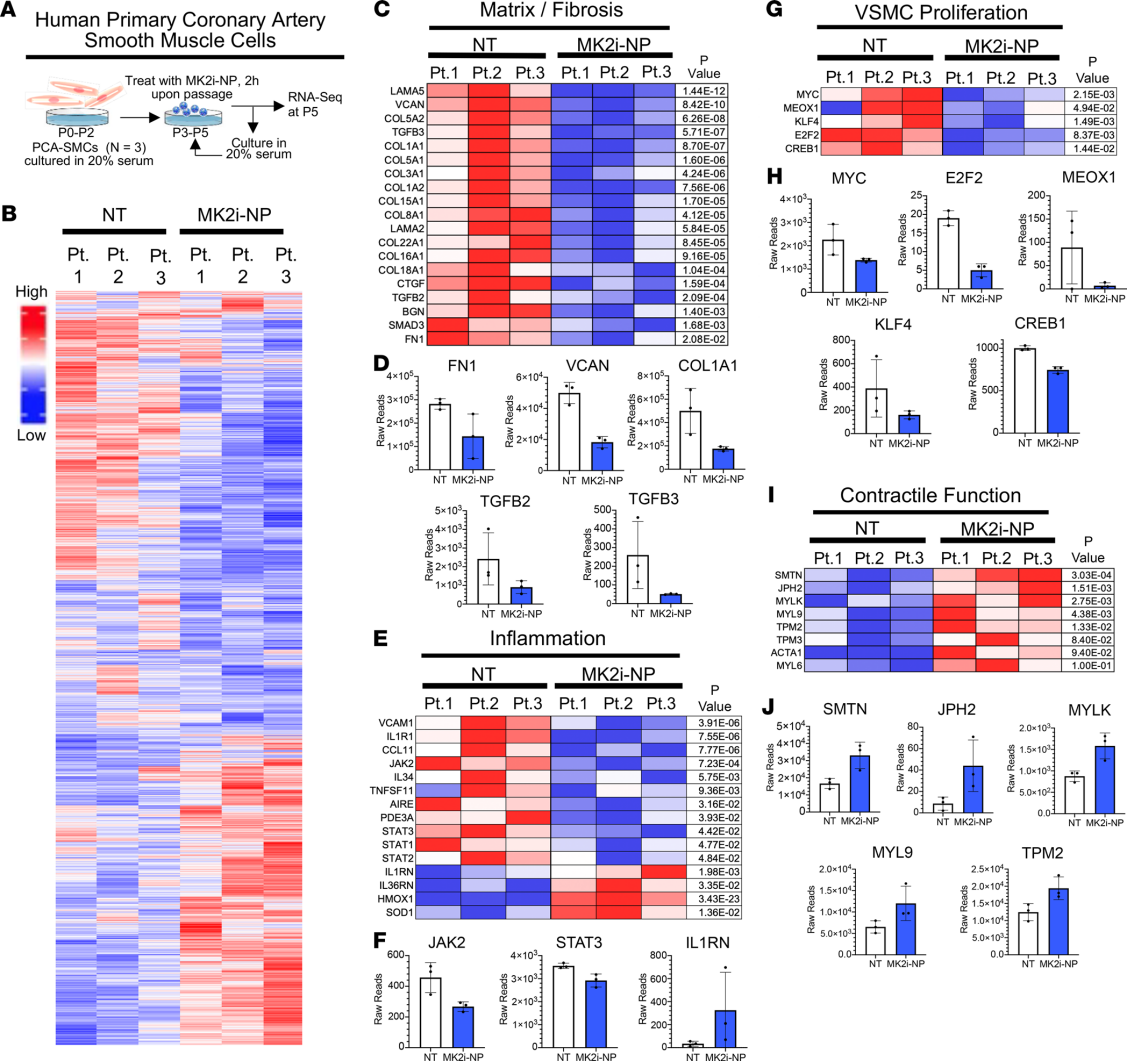
RNA-Seq analysis of primary HCA-SMCs after MK2i-NP treatment shows decreased expression of synthetic genes while maintaining expression of contractile genes. (**A**) Primary HCA-SMCs obtained from 3 patients were cultured out to P5 in 20% serum with either no treatment or 50 μM MK2i-NPs for 2 hours at each passage. RNA was harvested and sequenced to determine differences in genetic expression after MK2i-NP treatment. (**B**) Overall gene expression differences between treated and untreated cells for the 3 biological replicates. Relative expression levels for genes related to (**C**) fibrosis and ECM production, (**E**) inflammation, (**G**) proliferation, and (**I**) contractile machinery are plotted in a heatmap with raw reads for select genes from each plotted in **D**, **F**, **H**, and **J**, respectively.

**Figure 5:**
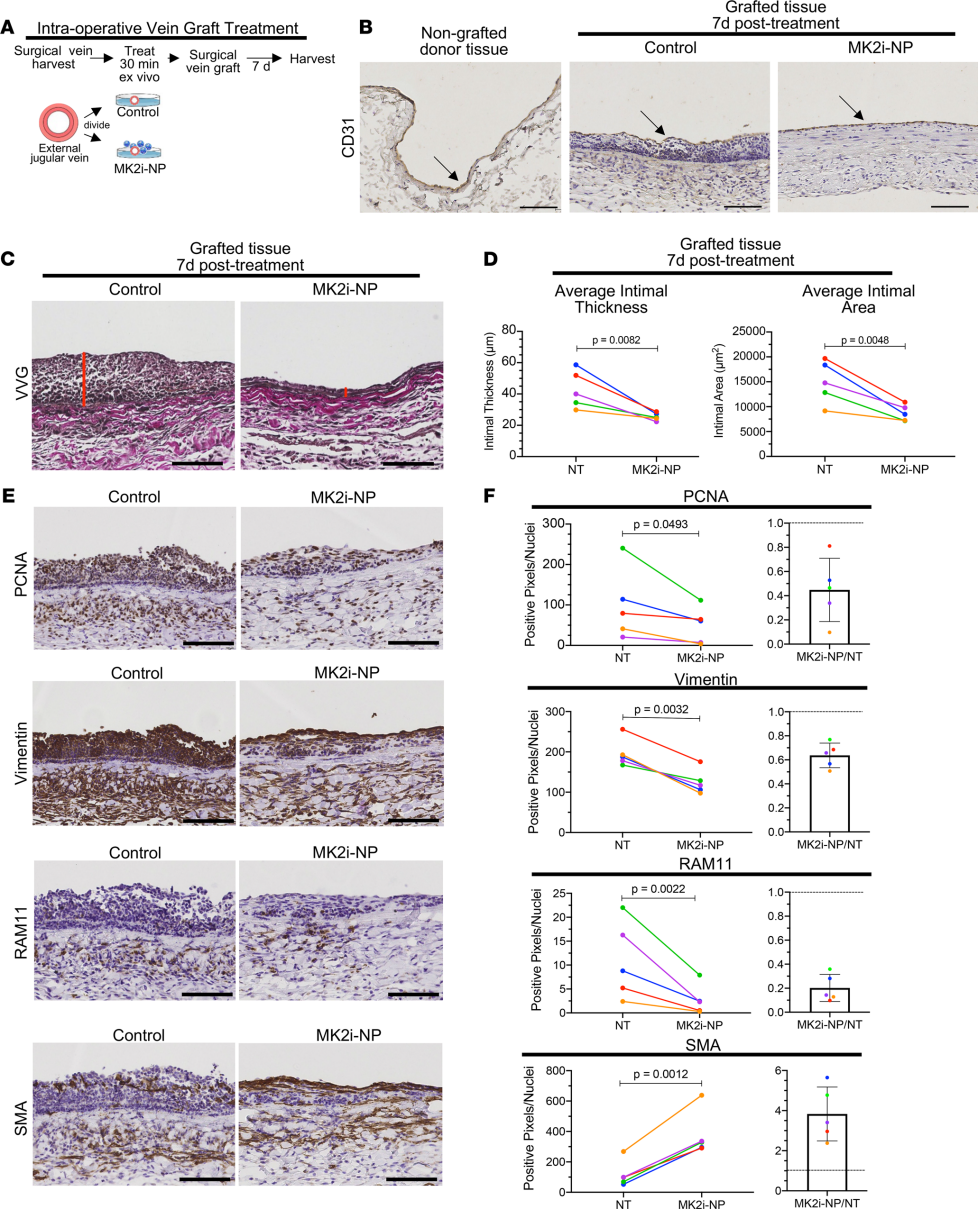
MK2i-NPs maintain the contractile VSMC phenotype while reducing expression of synthetic phenotype markers in rabbit external jugular vein grafted into carotid artery. (**A**) During surgery, rabbit EJVs were treated in PlasmaLyte with either lyophilized MK2i-NPs^50:5Lyo^ or a lactosucrose excipient control for 30 minutes and then grafted bilaterally into the rabbit carotid arteries. (**B**) After 7 days, the grafts were perfusion-fixed and stained for CD31 to assess endothelial coverage. Scale bars: 100 μm. (**C**) Verhoeff–van Gieson staining was done on graft sections to highlight the neointimal layer. (**D**) Neointimal thickness and cross-sectional area were quantified. (**E**) Vein graft sections were stained for PCNA, vimentin, RAM11, and α-SMA to show relative levels of proliferation, inflammation, and phenotype switching. Representative images of the area of largest neointima formation were taken from a pair of EJVs from the same rabbit. Scale bars: 100 μm. (**F**) Immunohistochemically stained sections of grafts were quantified using a color deconvolution plugin in ImageJ. The ratio of stain-positive pixels to number of nuclei was plotted as well as the ratio of nanopolyplex (NP) to no treatment (NT) for each of the 5 rabbits. Analysis was performed on images of 6 evenly spaced tissue sections from each graft, and the average for each graft was used in a paired analysis. Each line represents paired treated and untreated contralateral grafts within the same rabbit. Statistical significance was determined with a 2-sided ratio paired *t* test.

How the deposited data were processed for this re-analysis (not part of the article)

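RNA-Seq of primary coronary artery SMCs from 3 donors was analysed, with 1 NT and 1 MK2i-NP library per donor. The submitters' processing notes name CASAVA, STAR 2.5, HTSeq 0.6.1, DESeq2 and hg38, and the annotation release and strandedness are not given in the sources used here. The authors deposited 1 table with whole-read counts, the authors' normalized counts (a signal equal to the count divided by a size factor), FPKM, log2 fold changes, p-values and adjusted p-values. The highest p-value in the authors' table is 0.0499, so it holds only the 2340 genes under 0.05, of which 1114 are higher and 1226 lower. Its adjusted p-values were computed by the authors over 14828 genes, at which size 741 genes would have an unadjusted p under 0.05 with no effect, and 115 listed genes carry an adjusted p of exactly 1. The first 1353 of the 25942 rows of Supplemental Data File 1 were available, and all 1353 log2 fold changes equal those of the deposited table within 1e-04.

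Size factors were recovered as the ratio of count to normalized count, and library totals from the FPKM values and gene lengths (20143948 to 24443025 reads, median 22691025). The listed genes held 33.0% of the reads of the NT library of donor 2 and between 22.7% and 25.9% in the other 5. At these depths a gene at a few reads per library has wide counting error, and 2184 genes passed edgeR's filterByExpr. Counts were tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp and glmQLFit, robust). The design fixed before the deposited file was examined named TMM scaling. TMM assumes that most genes are unchanged, which genes chosen by p need not meet, so the authors' size factors were used instead after the file was seen, and TMM over the listed genes is an alternative. Adjusted p-values are by Benjamini-Hochberg over 14828 genes with unlisted genes at a p of 1, an upper bound for this step alone. The p-values rest on dispersions estimated from the selected genes and may be too small. DESeq2 1.42.0 and limma 3.58.1 were alternatives, and tables used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

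Libraries with the same number come from the same donor by the labels, and the correlations of their deviations from the group means over 1936 genes with at least 50 mean reads were 0.32, 0.18 and 0.51. The fit with the donor as a block is therefore given beside the fit without it. Many fits were compared, and all are in the closing section. The main fit was kept without the block as planned, with its scaling changed as given above, and no fit was chosen by its count. The blocked fit had a prior of 66.8 degrees of freedom, estimated from genes chosen for a low p. In simulated data of 14828 genes with 200 changed, put through the authors' selection for MK2i-NP against NT, 16% of the calls of the blocked fit and 2.9% of those of the fit without the block were false. With 1500 changed the shares were 4.6% and 1.9%. The fit without the block recovered 84% of genes changed by 2 on the log2 scale and 15% of those changed by 1 (200 changed genes, dispersions as fitted). The dispersions as fitted, used up to here, were those of the blocked fit. A wide spread between genes' dispersions was then drawn with 4.61 degrees of freedom, the prior of the fit without the block on these data. Which spread is nearer to the data was not tested. With the wide spread and 200 changed genes, edgeR on the listed genes made 0 calls with or without the block. It thus recovered 0% of genes changed by 2, and 32.9% of the calls of DESeq2 on all 14828 genes were false. With 1500 changed genes and the wide spread, the fit without the block recovered 76.5% and the blocked fit 74.2% of genes changed by 2. The shares of false calls were then 2.8% and 3.1%, and 8.9% for DESeq2. The simulated selection listed 735.5 genes with 200 changed and 1734 with 1500 changed, the latter nearer to the size of the deposited table.

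Gene lists were fixed before the deposited file was examined, apart from those of Fig. 4. Values in Fig. 4 and in the available rows of the paper's table had been seen when the design was written. These rows cover 1353 of the 2340 listed genes, so the lists are not independent of these data. Lists were tested by camera with a preset correlation of 0.01 and with an estimated one, by fry, and by an exact conditional test of direction within 5 bins of gene length or GC content, which was added after the length trend was seen. Since every listed gene was selected, these tests compare listed genes with each other. In simulated lists of 50 genes drawn more often from long genes, with the length trend of MK2i-NP against NT over 2340 genes and no list effect, Fisher's exact test without length called 62.5% of 200 lists and the test within length bins 4.5%. It called 99.5% of lists made lower. Directions were drawn independently, at a rate set by the length bin. These shares therefore do not cover genes that move together or a length trend within bins. The length offset is a loess fit (span 0.5) of each library's deviation on log2 gene length over listed genes with at least 50 mean reads, and because it is fitted to selected genes it may remove true change. GC content came from the longest transcript of each gene in GENCODE, which had a value for 99.9% of genes.

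Named genes are those the paper names or whose proteins it measures, the 10 protein-coding genes with the smallest p in each direction past an adjusted p of 0.05 (MMP3 and HMOX1), and for each list up to 4 members past the threshold in each direction or, with none, the 2 with the smallest p. Values in the paper's table and Fig. 4 had been seen when the rule was written. FN is read as FN1, TPN2 and TPN3 as TPM2 and TPM3, and CCN2 is listed as CTGF. Gene sets of the paper's GSEA were not used here. Some values for a named gene are not reported here.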

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

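The tests of direction within bins of gene length and GC content were chosen after the length trend was seen and before their results were, and the tests of the trend between donors, of the endothelial markers and of other splits were chosen after. MMP3, which the paper does not discuss, was 38.2-fold higher with MK2i-NP and passed the main test, which differs from the planned one in its scaling.

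Gene groups outside those the paper discusses stood apart in direction within bins of gene length (exact conditional test, adjusted over the lists). Of 57 interferon-stimulated genes all 19 listed were lower (adjusted p = 0.000238), and 0 passed edgeR's test, 14 at an unadjusted p under 0.05, 6 by DESeq2 and 7 with the donor block. Of 40 immediate early genes 17 of 20 listed were lower (adjusted p = 0.000115), and 0 passed edgeR's test, 16 lower and 3 higher at an unadjusted p under 0.05, 5 lower by DESeq2, and 6 lower and 3 higher with the donor block. Of 53 lysosomal and autophagy genes 17 of 19 listed were higher (adjusted p = 0.000238), and 0 passed edgeR's test, 14 higher and 2 lower at an unadjusted p under 0.05, 6 higher by DESeq2 and 6 higher with the donor block. Of 44 NRF2 target and oxidative stress genes all 10 listed were higher (adjusted p = 0.0182), and HMOX1 passed, 4 by DESeq2 and 5 with the donor block. Of 34 genes of the MK2 pathway and AU-rich element regulation 9 of 13 listed were higher (adjusted p = 0.046), and 0 passed edgeR's test, 8 higher and 4 lower at an unadjusted p under 0.05, 2 higher by DESeq2, and 5 higher and 1 lower with the donor block. This last list did not stand apart by the exact test within GC bins (p = 0.258), Fisher's exact test (adjusted p = 0.254) or camera with the preset correlation (adjusted p = 0.152). The blocked fit called 0 members of these lists without donor 2, as it did of all genes, with a log2 fold change of 1.91 for HMOX1 against 1.97 with all donors. Camera called 0 lists with an estimated correlation.

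The first pattern weighed is that short listed genes were higher and long ones, the matrix genes among them, lower, with a rank correlation of log2 fold change with gene length of -0.44 across 1936 listed genes, which are not independent replicates. It was -0.522, -0.489 and -0.375 in the 3 donors, and between NT libraries -0.211, -0.117 and 0.133. A length-dependent difference between the libraries of the 2 groups and a biological change of long genes cannot be told apart, since both give a negative value in every donor, the weakest -0.375, and unselected genes were not in the table. For the matrix lists pooled, the tables argue against gene length alone or GC content alone as the whole cause of their direction. Within length bins the odds of being lower were 11.3 times those of other listed genes (95% interval 3.34 to 59.9, exact p = 8.29e-07) and within GC bins 18.8 times (95% interval 6.01 to 95.1). For the collagens alone the odds within length bins were 5.92 times (95% interval 0.896 to 252), so length is not argued against for them. The exact test counts genes as independent and does not cover a trend within bins. Length and GC content were not held fixed together, so their joint effect was not tested. By camera with an estimated correlation the adjusted p was 0.485 for each matrix list. The median log2 fold change over the 49 of 51 listed matrix genes that edgeR tested was -1.19 without and -0.78 with a length offset (-1.28 and -0.73 with the donor block), so part of its size may follow length, though an offset fitted to selected genes can also remove true change.

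The second pattern is that NRF2 target and lysosomal genes were higher, 26 of 28 listed. The tables argue against gene length bias as the whole cause, since within length bins the odds of being lower were 0.0552 times those of other listed genes (95% interval 0.00596 to 0.244, exact p = 7.77e-07). Here too the exact test counts genes as independent and does not cover a trend within bins. Camera's adjusted p with an estimated correlation was 0.485 for each of these lists. GPNMB, a lysosomal glycoprotein, was 4.98-fold higher (log2 fold change 2.31, and 1.65 without the MK2i-NP library of donor 1) and NEU1, a lysosomal sialidase, 2.13-fold (adjusted p = 0.235 and 0.257 from edgeR, 0.0123 and 0.004 with the donor block). Leukocyte and macrophage markers were higher too, all 3 listed of 20, among them ITGAX 4.67-fold, with a log2 fold change of 2.21 that was 1.57 without the MK2i-NP library of donor 1 (fry adjusted p = 0.00034, 0.0262 with the donor block, and camera adjusted p = 0.485 with an estimated correlation). Of these markers 0 passed edgeR's test over all genes or over the list alone, 1 passed by DESeq2 and 2 with the donor block. Whether the inhibitor or its polymer carrier raised the genes of this pattern was not tested, since no library of cells given the carrier alone was analysed here.

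The third pattern is that 9 of 10 listed endothelial markers were lower, for which endothelial cells carried over into the untreated cultures are a candidate source. Of the 10 markers 5 were lower in all 3 donors, and 3 had at least 50 mean reads. TEK was at 626.8 ± 238.1 (SD, n = 3) with MK2i-NP against 1066 ± 205.2 (SD, n = 3), PECAM1 at 279.7 ± 138.5 against 1028 ± 529.8, and ROBO4 was higher, at 871.1 ± 480.5 against 471.8 ± 198.3. Carried-over cells and a change within SMCs cannot be told apart, since most markers were near the floor and the difference in ROBO4 lay within its unpaired SD. The blocked fit called 0 of the markers higher with all donors, and 1 higher and 1 lower without donor 1.

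Of the 10 splits of the 6 libraries into 2 groups of 3, 3 called at least the 2 genes of the real split without the donor block, and the highest other split called 4. With the donor block the real split called 609, 1 of the 4 splits within donors called as many, and the highest other split called 0. These splits are too few for a share under 0.05, and the listed genes had been selected on the real split.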

How the results depend on the processing

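The count of genes past an adjusted p of 0.05 (2) was 2 to 3 with TMM, total-count or upper-quartile scaling, other low-count filters, protein-coding genes or a log2 fold change of at least 1, and 4 by limma-voom. It was 609 with the replicate block, 564 with DESeq2 and the replicate block, 322 with DESeq2, 1797 at an unadjusted p in edgeR and 2079 in DESeq2. Leaving out single libraries or donors gave 0 to 202, with 70 without NT replicate 1, 202 without replicate 1 and 0 without MK2i-NP replicate 3, replicate 2 or replicate 3. Settings added after the data were seen were the length offset (2), adjustment over 25942 rows (2), the authors' adjusted p (465) and the replicate block with a nonrobust prior (524), over 25942 rows (487), with TMM (399), with total-count scaling (636), without donor 1 (554), without donor 2 (0), without donor 3 (192) and with a length offset (0). In the last fit the prior fell from 66.8 to 3.91 degrees of freedom, and without donor 2 to 3.23. For MMP3 the log2 fold change was 5.17 with the block and 4.71 with the block and the offset. Of the blocked calls 370 are shared with the authors' adjusted p. TMM with the block turned the split of 249 higher and 360 lower into 196 and 203. The FN1 decrease stayed between 49.2% and 51.5% with raw counts, total-count or upper-quartile scaling (with TMM its log2 fold change was -0.96), was 50.6% as the mean of within-donor decreases and ranged from 35.4% to 70.4% with a donor left out, and the FN1 log2 fold change of -1.04 was -0.43 with a length offset and -0.64 with the replicate block and the offset. Of the gene lists 16 passed by camera with the preset correlation, 0 with an estimated correlation with or without the replicate block, 11 by fry and 3 by fry with the replicate block. The Fig. 4C count (0) was 14 with the replicate block, 16 with DESeq2, 19 with both, 18 and 19 at an unadjusted p, 17 by the authors' adjusted p, 15, 14, 13, 15, 13 and 11 in the added blocked fits in the order above without the zeros, and 0 to 9 with replicates left out. The Fig. 4E proinflammatory count (0) was 3, 4, 4, 5, 9 and 4 in the same order, 4, 3, 3, 3, 5 and 2 in the blocked fits and 0 to 3 with replicates left out. The antiinflammatory count (1) was 2 in the blocked and DESeq2 fits, 3 at an unadjusted p, 0 to 2 with replicates left out and 0 with the block and an offset or without donor 2. The Fig. 4G count (0) was 2 with the replicate block, 1 with DESeq2 and the block, 5 at an unadjusted p, 1 by the authors' adjusted p, 2, 1, 2 and 2 in the blocked fits that called any, and 0 to 1 with replicates left out. The Fig. 4I count (0) was 2 with the replicate block, 1 with DESeq2, 3 with both, 5 at an unadjusted p, 2 by the authors' adjusted p and 2 in the added blocked fits that called any. Of 84 named genes 4 changed sign, in the length-offset fits alone: STAT3 (0.209 and 0.204 with the block), CREB1 (0.10 and 0.094), G2E3 (0.043 and 0.066) and KDM3A (0.09 and 0.089). The cause was not tested. Of 2754 values of named genes under alternatives 2060 kept their direction and side of the threshold, 672 passed only in the alternative and 14 no longer passed. Depth limits CCL11, IL34, AIRE and IL36RN, which the filter removed.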

Differences from the paper's values

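The paper's counts of genes are 1114 higher and 1226 lower, which equal the rows of the authors' deposited table, all at an unadjusted p under 0.05. At that threshold edgeR called 851 higher and 946 lower and DESeq2 989 and 1090. With TMM it was 942 and 729, with upper-quartile scaling 933 and 758, and over protein-coding genes 737 and 893, and the paper's count is over 1.5 times the lower count of the first 2 and the higher count of the last. The paper's statistics section accepts P values under 0.05 as significant and names no adjustment for these counts, and its supplementary table has a column of adjusted p-values. At an adjusted p under 0.05 edgeR called 2 higher and 0 lower, and the authors' deposited table has 191 and 274. The paper's FN1 decrease is 51.6% and the value here is 51.5%.

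The paper calls FN1, VCAN, LAMA2, LAMA5, COL1A1 and COL3A1 significantly lower. All 6 were lower, and none passed edgeR's test at an adjusted p under 0.05. In the authors' deposited DESeq2 comparison the adjusted p was 3.57e-09 for LAMA5, 9.34e-07 for VCAN, 0.000223 for COL1A1, 0.000698 for COL3A1, 0.00519 for LAMA2 and 0.219 for FN1. VCAN, LAMA2, LAMA5 and COL3A1 passed with the donor block and by DESeq2, and COL1A1 passed by DESeq2 and, in a fit chosen after the values were seen, with the donor block and total-count scaling. FN1 passed by DESeq2 with the donor block. It also passed at an unadjusted p under 0.05 in DESeq2, the threshold by which the listed genes had been selected. The paper calls CREB1, KLF4, E2F2, MYC and MEOX1 significantly lower. All 5 were lower on average, and none passed at an adjusted p under 0.05 in edgeR. They passed at an unadjusted p under 0.05 in edgeR and DESeq2, which their selection by such a p on the same counts made likely beforehand. In the authors' deposited DESeq2 comparison the adjusted p was 0.0483 for KLF4, 0.0605 for MYC, 0.136 for E2F2, 0.18 for CREB1 and 0.331 for MEOX1. KLF4 and MYC passed with the donor block, KLF4 also by DESeq2 with the block, and MEOX1 passed without NT replicate 1, without replicate 1 and, in fits chosen after the values were seen, with the donor block and a nonrobust prior or without donor 1. CREB1 and E2F2 passed at an adjusted p under 0.05 when adjusted over the list alone, a list shown for these samples with no stated basis of choice. All 5 genes had an unadjusted p under 0.05 in edgeR, so that adjustment had to pass each of them and adds nothing to it. The paper states that 2 tropomyosin and 3 myosin light chain genes were higher. TPM2, MYL9 and MYLK were higher, and TPM3 is not among the listed genes. Since the listed genes equal the paper's counts, TPM3 was not under an unadjusted p of 0.05 in the authors' comparison, or was not tested. The paper's text names MYL8 where Fig. 4I shows MYL6. Neither symbol is among the listed genes, and MYL8 was not read as another gene.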

Other observations

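All 19 listed of 57 interferon-stimulated genes were lower, and 0 passed edgeR's test over all genes or over the list alone (14 at an unadjusted p under 0.05, 6 by DESeq2, 7 with the donor block, camera adjusted p = 0.485 with an estimated correlation). IFITM1, which restricts virus entry, was 6.33-fold lower (log2 fold change -2.66, and -1.68 without the NT library of donor 2), at 32.22 ± 6.843 (SD, n = 3) against 203.9 ± 173.7, and XAF1, an interferon-induced apoptosis factor, was 3.37-fold lower (adjusted p = 0.25 and 0.257 from edgeR, 0.00131 and 0.00262 with the donor block). Of the 20 listed of 40 immediate early genes, which respond within minutes to serum or handling, 17 were lower and 3 higher, and 0 passed edgeR's test over all genes (16 lower and 3 higher at an unadjusted p under 0.05, 5 lower by DESeq2, 6 lower and 3 higher with the donor block, camera adjusted p = 0.53 with an estimated correlation). FOS was 22.6-fold and EGR1 7.78-fold lower (adjusted p = 0.248 and 0.229 from edgeR, 0.489 and 0.33 with the block, 0.00403 and 1.99e-05 by DESeq2). GDF15, a stress-induced cytokine, was 7.04-fold higher (adjusted p = 0.179, and 2.49e-09 with the block) and IL1B, described above, was higher too. PLAU, the urokinase plasminogen activator, was 3.89-fold higher (log2 fold change 1.96, and 1.37 without the MK2i-NP library of donor 2) and BMP2, a bone morphogen, 2.07-fold higher. Of 10 pregnancy-specific glycoproteins 4 were listed and all were higher, though near-identical copies can share reads.

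The other fixed lists gave these tallies of listed genes. All 11 collagen-processing genes (BMP1 1.81-fold) and all 6 adventitial fibroblast markers were lower, and all 3 leukocyte and macrophage markers were higher (CSF1R 3.73-fold, with a log2 fold change of 1.89 that was 1.26 without donor 3). All 11 listed mitochondrially encoded genes were higher (MT-ND1 1.89-fold), all of them short, and their median log2 fold change in edgeR was 0.56 without and -0.028 with a length offset (0.53 and -0.056 with the donor block). Matrix metalloproteinases and inhibitors had 4 higher and 3 lower, p53 targets 4 and 4, ER stress and amino acid response genes 4 and 4, heat shock genes 7 and 2, cholesterol genes 3 and 4, glycolysis and hypoxia genes 2 and 1, osteochondrogenic markers 2 and 1 and epithelial and trophoblast markers 1 and 1. None of 77 cytosolic ribosomal protein genes was listed. The groups did not overlap for 1812 of the 2340 listed genes. All of these were chosen for a low p on the same grouping, so the 10% that chance gives unselected genes for 3 against 3 is no baseline for them.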
